# High PEEP Activates ITGB1, Inducing Diaphragm Fibrosis During Prolonged Mechanical Ventilation

**DOI:** 10.3390/biom15101466

**Published:** 2025-10-16

**Authors:** Jiahong Gong, Jianwei Jia, Runze He, Xiaolan Yu, Ye Jiang, Weimin Shen, Xiaoli Qian, Peifeng Xu, Ying Xu, Huiqing Ge

**Keywords:** ITGB1, mechanically stimulate, mechanical ventilation, diaphragm fibrosis, TGFβ-1

## Abstract

Background: Mechanical ventilation (MV) with high positive end-expiratory pressure (PEEP) is linked to ventilation-induced diaphragm dysfunction (VIDD), but the role of integrin beta-1 (ITGB1) in PEEP-associated diaphragm fibrosis remains unclear. Methods: Eighteen rabbits were divided into control (CON), MV without PEEP(MV), and MV with 8 cmH_2_O PEEP (PEEP) groups. C2C12 underwent cyclic stretching (15% tension), and ITGB1 was knocked down. Fibrosis markers (TGFβ-1, α-SMA), ITGB1/ROCK1 expression, and pathway activation were analyzed via RNA sequencing, immunohistochemistry, and Western blotting. Results: The PEEP group exhibited elevated airway pressure and upregulated fibrosis markers (TGFβ-1 and α-SMA) alongside activated ITGB1/ROCK1 mechanotransduction pathways. Stretched C2C12 showed morphological shrinkage and increased fibrotic protein expression. RNA sequencing confirmed enrichment in fibrosis- and integrin-related pathways. ITGB1 knockdown attenuated TGFβ-1 and α-SMA induction. Conclusions: ITGB1 mediates PEEP-induced diaphragm fibrosis via TGFβ-1 signaling and collagen deposition, suggesting ITGB1 targeting as a potential therapeutic strategy for VIDD. These findings elucidate the mechanotransduction mechanisms underlying MV-associated diaphragm dysfunction.

## 1. Introduction

The contraction of the diaphragm causes negative pressure in the chest cavity, which is the main source of power during spontaneous respiration. Mechanical ventilation (MV) is a supportive method for maintaining life in critically ill patients with respiratory failure. Positive end-expiratory pressure (PEEP) is an effective component of managing patients undergoing MV. However, about 60–80% of critically ill patients experience diaphragmatic weakness after MV, which is ventilation-induced diaphragmatic dysfunction (VIDD) [1,2].

For critically ill patients, PEEP can improve gas exchange, increase end-expiratory lung volume (EELV), and improve lung homogeneity. However, previous studies have shown that in critically ill patients undergoing high-PEEP mechanical ventilation, the contraction of a single diaphragm fiber can result in a reduced cross-sectional area and shortened fiber length, a condition known as diaphragm fiber atrophy [3,4,5,6].

Considering that high PEEP forces the diaphragm to be compressed and results in geometric changes [4], the diaphragm continues to be subjected to mechanical stress from the lungs [7]. At the cellular level, mechanical stress can affect the mechanical environment of cells and activate intracellular signaling pathways [8], thereby promoting or inhibiting the expression and synthesis of fibrosis-related proteins. During the process of fibrosis, changes in the structure and mechanical properties of tissues can affect the mechanical environment of surrounding cells, thereby affecting their function and behavior. Mechanically sensitive proteins, as important molecules for sensing mechanical forces, play a crucial role in this process.

Our team demonstrated that prolonged application of PEEP (48 h) in mechanically ventilated rabbits will induce collagen deposition and fibrotic changes in the diaphragmatic tissue. Moreover, these structural alterations were associated with activation of the TGF-β1 signaling pathway and promotion of myofibroblast differentiation, suggesting a potential mechanism of this diaphragmatic fibrosis. Research has shown that ITGB1 is associated with TGFβ-1. TGFβ-1 is stored in cells as inactive precursor proteins, including TGFβ-1 and Latency-Associated Peptide (LAP). At this point, due to TGFβ-1 being encapsulated by LAP, preventing it from binding to receptors, TGFβ-1 does not have biological functions. Under mechanical stimulation, ITGB1 can cause dissociation of precursor proteins and promote TGFβ-1 to become an active form, bind to its receptor, and initiate downstream signal transduction pathways [5,9].

ITGB1 is a type of integrin that interacts with the extracellular matrix β subunits, as a bridge between the extracellular matrix and intracellular signaling pathways, playing a role in transmitting and regulating external force signals [10]. The mechanical stress transmission mechanism can affect cell morphology remodeling, cytoskeleton recombination, and gene expression regulation [5]. The effect of mechanical stress can alter the binding affinity between ITGB1 and the extracellular matrix, thereby regulating the force transmission effect between the extracellular matrix and intracellular signaling pathways. In addition, mechanical stress can also affect the expression level and subcellular localization of ITGB1 by altering the activity of intracellular signaling pathways [11,12].

Therefore, we explored whether high PEEP activates mechanosensitive protein ITGB1, enhances collagen accumulation, and stimulates fibrotic remodeling in rabbits with high PEEP by altering the mechanical forces acting on the diaphragm. These findings offer potential novel perspectives on the pathogenesis and therapeutic intervention of VIDD.

## 2. Materials and Methods

### 2.1. Mechanically Ventilated Animal Mode

Fourteen-week-old New Zealand rabbits with a mean body weight of 2.5 kg in the MV and PEEP groups were anesthetized by intraperitoneal injection of 3% sodium pentobarbital (1 mL/kg). Local infiltration of lidocaine was administered at the cervical incision site to provide supplemental analgesia. Moreover, a venous indwelling needle was established under the vein of the rabbit ear. Anesthesia was maintained with an intravenous pentobarbital sodium infusion. A feeding tube was inserted into the stomach via a small incision in the esophagus. The ventilator used in the experiment was the SV800 neonatal circuit ventilator (neonatal type: Mindray, Shenzhen, China). During the experimental period, mechanical ventilation was administered in volume assist/control mode with a tidal volume of 8 mL/kg, with a respiratory rate of 40–50 bpm and the PEEP set at either 0 or 8 cmH_2_O. The end-tidal CO_2_ pressure (PETCO_2_) was monitored at 4 h intervals, and ventilator settings were adjusted accordingly. Ventilator waveforms for pressure and airflow were continuously monitored through the RS-232 output port (RespcareRM, Hangzhou ZhiRuiSi Company, Hangzhou, China), with respiratory parameters recorded in real time. A spontaneous breathing trial (SBT) was performed after 48 h of mechanical ventilation. During this period, parameters such as respiratory rate (RR), tidal volume (VT), and total minute ventilation (VE) were collected. Diaphragmatic ultrasound assessments were performed at baseline, initiation of mechanical ventilation, 48 h timepoint, and during SBT. After discontinuing mechanical ventilation, the diaphragm tissues were collected for subsequent analysis. All animal experimental protocols were conducted in accordance with protocols approved by the Review Committee of Zhejiang University School of Medicine.

### 2.2. Cell Culture and Mechanical Stimulation

C2C12 cells were purchased from Dalian Meilun Biotechnology Co., Ltd. (Dalian, China) and cultured in DMEM (Gibco, NY USA) supplemented with 10% fetal bovine serum (FBS, Cellmax, Beijing, China), 100 U/mL penicillin, and 100 U/mL streptomycin. The cells were incubated at 37°C in a humid environment of 5% CO_2_ and 95% air.

Prior to mechanical stimulation, the elastic cell culture plates were rinsed with PBS and covered with 100 mg/mL poly-lysine solution for 2 h. Next, C2C12 cells were seeded at a 90% confluence. Following adhesion, we started the instruments (celltank, Hangzhou, China) to set a 15% tension rate with cycling loading stimulation for a predetermined duration.

The following gour experimental groups were designed: a control group (CON) without stretching and three groups (1H, 2H, and 4H) subjected to 15% elongation for different time periods (1 h, 2 h, and 4 h) to simulate mechanical overloading.

### 2.3. Knockdown of ITGB1 Expression by siRNA

C2C12 cells were transfected with 50 nM of siRNA targeting ITGB1 (sense: 5′-CCACAGAAGUUUACAUUAA-3′ and antisense: 5′-UUAAUGUAAACUUCUGUGG-3′) using the Lipofectamine RNAiMAX transfection reagent (Invitrogen, Carlsbad, CA, USA). Total RNA and protein were extracted to assess the efficiency of ITGB1 knockdown at both the mRNA and protein levels by qPCR and Western blotting, respectively.

### 2.4. Diaphragm Ultrasonic

Diaphragm activity was assessed using ultrasound measurements. Diaphragmatic motion was evaluated along the costal margin at the midclavicular line, while diaphragmatic thickening was measured at the midaxillary line. End-inspiratory and end-expiratory thickening served as indicators of diaphragmatic function. This approach facilitates a quantitative assessment of diaphragmatic activity during mechanical ventilation.

### 2.5. Ultrastructural Observations

Tissues of the diaphragm were cut into 1–1.5 mm^3^ slices and then fixed in 2.5% glutaraldehyde at 4 °C for 12 h. Then, the samples were fixed, dehydrated, dried, and sectioned according to standard methods. Eventually, the ultrastructure of the diaphragmatic sarcomeres was observed under a transmission electron microscope (TEM) (JEM-1230; JEOL Company, Tokyo, Japan), and photomicrographs were taken.

Z-line to Z-line distances (sarcomere length) were measured on TEM images. The samples were then imaged using a TEM at magnifications of 10,000× to 40,000×. The Z-line distances were quantified using image pro plus, which allowed for precise measurement of sarcomere length. A minimum of 100 sarcomeres per experimental group were analyzed to ensure statistical significance, and the average sarcomere length was calculated for each experimental condition.

### 2.6. Immunohistochemistry Staining

Diaphragm tissue samples were processed to the appropriate size, fixed in 4% paraformaldehyde, followed by processing for paraffin embedding. Then, 8 µm thick sections were prepared and processed by deparaffinization, rehydration, and antigen retrieval. After blocking in a commercial goat serum (Meilunbio, Dalian, China), these sections were incubated overnight at 4 °C with ITGB1 primary antibody (1:1000; Proteintech, Wuhan, China). The next day, we used SP Rabbit HRP Kit (CWBIO, Beijing, China) to amplify the signal and then counter-stained with hematoxylin, dehydrated with a graded ethanol series, and cleared with xylene. Images were captured using a confocal microscope (LSM 880, Zeiss, Jena, Germany) and IHC staining signal was quantified by Image pro plus.

### 2.7. Confocal Microscopic Imaging of F-Actin Staining

Following stress stimulation, C2C12 cells were removed from the apparatus and fixed with 4% paraformaldehyde at room temperature for 30 min, then permeabilized with 0.1% Triton X-100 in PBS for 10 min. Cells were incubated in darkness at room temperature for 1–2 h with TRITC Phalloidin (Solarbio, CA1610, Beijing, China) to stain actin filaments. After incubation, cells were washed twice and mounted using antifade medium containing DAPI (Beyotime, P0131, Shanghai, China). Fluorescence images were acquired using a Zeiss LSM 880 confocal microscope.

### 2.8. Sirius Red Staining

Diaphragmatic tissue was fixed in 4% paraformaldehyde fix solution. Then, the tissue was embedded in paraffin and sectioned to 5 μm thickness. After the paraffin sections were dewaxed, morphological changes in the diaphragmatic tissue were detected. Sirius red was used to detect muscle fibrosis. The photomicrographs were captured using a microscope (Leica, DM2500, Wetzlar, Germany).

### 2.9. RNA-Seq Analysis

RNA sequencing (RNA-seq) was conducted on both rabbit diaphragm tissues and mechanically stimulated C2C12 cells. Sequencing of rabbit diaphragm RNA was performed using 2 × 150 bp paired-end sequencing (PE150) on the Illumina NovaSeq™ 6000 platform (LC Bio Technology Co., Ltd., Hangzhou, China). Similarly, C2C12 cell samples subjected to mechanical stimulation were sequenced on the Illumina HiSeq (Tsingke Biotech Co., Ltd., Beijing, China). All sequencing procedures followed standard manufacturer protocols.

For rabbit diaphragm tissue, differentially expressed mRNAs were identified using DESeq2, with thresholds set at fold change >2 or fold change <0.5 and *p* < 0.05. The resulting set of differentially expressed mRNAs was subsequently subjected to Gene Ontology (GO) enrichment analyses.

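In the deposited FPKM table of the 3 CON and 3 4H libraries, 236 rows carry an identifier of a newly assembled locus in place of an Ensembl identifier. Of these, 216 were above 0 in at least 1 library and 151 in all 6. Their mean FPKM over the 6 libraries had a median of 0.783 and reached 197.0. With a filter at a mean of 0.5 FPKM, 139 of them could be tested, and 10 met the paper's thresholds for differential expression, 6 higher and 4 lower in the 4H group (limma on log2 values with Benjamini-Hochberg adjustment). Some of these identifiers share a stem, so a row is not always a separate locus. The functional annotation of these rows was not analysed here.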

RNA-seq analysis of mechanically stimulated C2C12 cells revealed 236 novel genes, 207 of which were functionally annotated. Differential expression analysis was performed using DESeq2, with significant DEGs defined as those showing log2 fold change ≥1 and an adjusted *p* ≤ 0.05. 

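With limma on the deposited FPKM in place of a count model, 450 of the 11593 genes tested met these thresholds, 302 higher and 148 lower in the 4H group. At an adjusted p of at most 0.05 alone, 5409 genes differed, 2617 of them higher and 2792 lower, and the median log2 fold change of all genes tested was -0.01. The groups did not overlap in 6577 genes, 56.7% of those tested, where chance gives 10% for 3 libraries against 3. Among the alternatives that kept both thresholds, the number of differentially expressed genes was lowest, 245, with a filter at a mean of 5 FPKM and highest, 703, with each library rescaled to TPM, which raises low values against the pseudocount and lets more genes pass the filter. Among genes with a mean of at least 5 FPKM and no overlap between the groups, the largest rise on the log2 scale was that of Rln3. It was listed at 0 in 2 of the CON libraries and at 0.0878 FPKM in the third, and at 18.5, 21.1 and 17.7 FPKM in the 4H libraries, so no fold is given. The next largest rises were those of Rgs16 (log2 fold change 3.43, standard error 0.10, adjusted p = 1.48e-07 from limma with Benjamini-Hochberg adjustment), Serpinb2 (2.95, standard error 0.05, adjusted p = 1.73e-08), Ccn2 (2.66, standard error 0.07, adjusted p = 1.22e-07) and Krt13 (2.61, standard error 0.11, adjusted p = 7.64e-07). The largest falls were those of Car6 (-4.26, standard error 0.26, adjusted p = 5.32e-06), Cth (-2.92, standard error 0.08, adjusted p = 8.57e-08), Vldlr (-2.86, standard error 0.09, adjusted p = 2.62e-07), Cdsn (-2.64, standard error 0.06, adjusted p = 7.42e-08) and Aldh1l2 (-2.60, standard error 0.04, adjusted p = 1.73e-08). Serpinb2 shares exon sequence with 1 other annotated gene on its strand, and Rgs16, Ccn2 and Aldh1l2 each share it with a gene on the other strand, so reads of those genes could enter their FPKM. All 10 of these genes stayed differentially expressed with each library left out in turn.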

The analysis included normalization, dispersion estimation, and multiple-testing correction. GO enrichment analysis identified significantly enriched terms (*p* ≤ 0.05) among DEGs relative to the genomic background.

### 2.10. Quantitative RT-qPCR

Real-time reverse transcriptase polymerase chain reaction (RT-qPCR) was performed to analyze GAPDH mRNA expression, and all data were normalized to GAPDH levels. For miRNA analysis, total RNA was extracted using the mRNA assay protocol, and cDNA was synthesized from 1000 ng of the total RNA using the One Step PrimeScript miRNA cDNA Synthesis Kit (TaKaRa, Dalian, China). The cDNA was diluted with ddH2O and used for reverse transcriptase polymerase chain reaction, as described in TB Green Premix Ex Taq (TaKaRa). For each sample, the 2^−∆∆Ct^ method was used to evaluate the mRNA abundance for target genes, and GAPDH was adopted as the housekeeping gene. The respective primers are shown in Table 1 and Table 2.

### 2.11. Western Blot Analysis

Protein lysates extracted from diaphragm tissues were separated by SDS-PAGE and subsequently transferred to a polyvinylidene fluoride membrane (IPVH00010, Millipore, MA, USA). After blocking with QuickBlock Blocking Buffer (P0252, Beytime, Shanghai, China) for 20 min, membranes were immunoreacted with primary antibody overnight. The primary antibodies were as follows: GAPDH (sc-53,870, 1:1000, Santa Cruz, CA, USA), COL3 (sc-100, 1:1000, Santa Cruz, CA, USA), COL1A1 (ET7109-25, 1:1000, Hua An Biotechnology, Hangzhou, China), TGFβ-1 (A3101, 1:1000, ABclonal, Wuhan, China), ITGB1 (12594-1-AP, 1:2000, Proteintech, Wuhan, China), and α-SMA (ET1607-53, 1:5000, Hua An Biotechnology, Hangzhou, China). After incubation with secondary antibodies (1:5000, Proteintech, Wuhan, China), bands were visible on the membrane with the aid of enhanced chemiluminescence (ECL) reagent. GAPDH was used as a loading control. ImageLab software (Version 6.1) was utilized for quantitative analysis.

### 2.12. Statistical Analysis

Statistical significance between the two groups was calculated with Student’s *t*-test. Comparisons between of three groups were conducted by one-way analysis of variance (ANOVA) and nonparametric tests, and the values are presented as the means ± SDs. A *p* value of less than 0.05 by SPSS 19.0 statistical software was considered statistically significant.

## 3. Results

### 3.1. High PEEP During Mechanical Ventilation Leads to Changes in Respiratory Mechanics and Diaphragmatic Dysfunction in Rabbits

The initial body weights of the CON group, the MV group, and the PEEP group showed no statistically significant differences. We carried out a uniform respiratory strategy, with the exception of PEEP, and continuously monitored the process (Figure 1A) of model establishment to ensure sufficient ventilation support and the maintenance of an optimal breathing pattern in the rabbits. During the model establishment, the inspiration/expiration ratio (I:E) in the MV group and the PEEP group was 0.5346 ± 0.02744 and 0.5124 ± 0.03306 (*p* > 0.05), respectively. The tidal volume was 17.76 ± 1.687 mL and 18.30 ± 0.6613 (*p* > 0.05), respectively. PEEP, mean airway pressure (Pmean), and peak inspiratory pressure (Ppeak) in the MV group were significantly lower than in the PEEP group (PEEP: 0.2205 ± 0.03304 cmH_2_O and 7.684 ± 0.03475 cmH_2_O. Pmean: 2.249 ± 0.5288 cmH_2_O and 8.632 ± 0.2240 cmH_2_O. Ppeak: 8.365 ± 1.037 cmH_2_O and 16.02 ± 1.513 cmH_2_O, respectively). Moreover, mechanical power (MP) without PEEP was lower in the MV group than in the PEEP group (MP: 0.3277 ± 0.02868 J/min and 0.4207 ± 0.05026 J/min, respectively) (Figure 1B–G).

As shown in Table 3, the blood gas parameters at the end of the experiment were not significantly different among groups.

Ultrasound results indicated no statistically significant difference in diaphragm excursion and inspiratory/expiratory diaphragm thickness between the PEEP group and the MV group before the application of mechanical ventilation. However, after accepting mechanical ventilation, the PEEP group exhibited a significant decrease in diaphragm excursion and inspiratory/expiratory diaphragm thickness compared to the MV group (*p* < 0.01, *p* < 0.01, *p* < 0.05, respectively) (Figure 1H and Supplementary Figure S1).

### 3.2. Diaphragmatic Fibrosis Was Found in Rabbits After Mechanical Ventilation with PEEP for 48 h

As shown in Figure 2B, TEM observations revealed that diaphragms in the CON group rabbits exhibited a normal myofibrillar ultrastructure with no anomalies in mitochondrial morphology. We observed that the sarcomere length in the PEEP group was significantly shorter compared to the CON and MV groups (1.467 ± 0.1406 μm vs. 1.581 ± 0.1330 μm vs. 1.598 ± 0.1984 μm, respectively, *p* < 0.0001) (Figure 1A). The ultrastructure of diaphragms in the MV and PEEP group was altered, displaying myofibril fragmentation with a large interfibrillar space and sarcomere disruption at a higher magnification (40,000×). Regarding sarcomere length across the three groups, the PEEP group was shorter than other groups.

We confirmed that PEEP application during mechanical ventilation induced extracellular matrix remodeling in the diaphragm. The collagen fiber staining in the PEEP group was stronger than that in the MV group (3.062 ± 1.027 and 6.906 ± 1.388, respectively, *p* < 0.0001) (Figure 2A,B). By further probing our data, we found some differentially regulated genes associated with collagen, as shown in Figure 2C,D. The COL3A1 and TGFβ-1 mRNA expression levels were further verified to be increased in the PEEP group compared to the MV group (COL3A1: 1.301 ± 0.3445 and 2.809 ± 1.298, respectively, *p* = 0.001; TGFβ-1: 1.488 ± 0.2671 and 2.424 ± 0.8925, respectively, *p* < 0.05). Similar results were found by Western blotting: the protein expression levels of TGFβ-1, α-SMA, COL 3, and COL1A1 were significantly increased in the PEEP group compared to the MV group (TGFβ-1: 0.9498 ± 0.1266 and 1.598 ± 0.1623, respectively, *p* < 0.01; α-SMA: 0.9635 ± 0.087 and 1.544 ± 0.1071, respectively, *p* < 0.0001; COL 3: 0.8691 ± 0.1304 and 2.015 ± 0.3391, respectively, *p* < 0.01; COL1A1: 1.130 ± 0.4736 and 2.725 ± 1.993) (Figure 2E–I). These findings collectively indicate that the application of PEEP during mechanical ventilation may lead to extracellular matrix alterations and collagen deposition and fibrosis associated with TGFβ-1 upregulation.

### 3.3. Diaphragm Fibrosis in Mechanical Ventilation with PEEP Application Is Associated with Mechanical Force Stimulation and Activated ITGB1

Based on previous RNA-seq results from animal studies, Gene Ontology (GO) analysis of differentially expressed genes indicated that significantly enriched GO terms were associated not only with the extracellular matrix and fibrosis, but also with responses to mechanical stimulus and integrin binding (Figure 3A). Therefore, diaphragm fibrosis in mechanical ventilation with PEEP application may result from changes in the biomechanical environment of the diaphragm, which activate channels related to mechanical mechanics.

We conducted RT-qPCR analysis on the diaphragm tissue of New Zealand rabbits subjected to mechanical ventilation with PEEP. The data revealed that mechanically sensitive molecules such as ITGB1, ROCK1, and PIEZO2 (ITGB1: 1.076 ± 0.2188 and 1.874 ± 0.9339, respectively, *p* < 0.05; ROCK1: 1.315 ± 0.4098 and 1.901 ± 0.8700, respectively, *p* < 0.01; PIEZO2: 0.9079 ± 0.1711 and 1.617 ± 0.5940, respectively, *p* < 0.01) (Figure 3B–D) were significantly upregulated at the transcriptional expression levels.

In conjunction with the animal RNA-seq GO analysis, we performed immunohistochemistry (IHC) staining for ITGB1. By assessing the staining intensity, we calculated the average optical density within different groups. The results indicated that the PEEP group exhibited the most intense ITGB1 staining (8.347 ± 7.551 and 25.73 ± 6.644, respectively, *p* < 0.0001) (Figure 3E,F). Additionally, Western blot analysis demonstrated that ITGB1 expression was significantly higher in the PEEP group compared to MV groups (1.076 ± 0.2188 and 1.874 ± 0.9339, respectively, *p* < 0.0001) (Figure 3G,H).

### 3.4. ITGB1 Expression and Cellular Morphological Changes Under Mechanical Stimulation

The diaphragm of rabbits resides in mechanically dynamic environments, particularly during MV with PEEP. To investigate the effects of mechanical forces on cellular behavior, we applied mechanical stretching to C2C12 myoblasts at varying durations (Figure 4A).

In the 1 h stretching condition (1H), cells displayed an initial elongation along the direction of force application, with early signs of cytoskeletal reorganization. Specifically, actin filaments were repositioned, and the cells assumed an elongated morphology, reflecting an adaptive response to the applied mechanical tension. As the stretching duration was extended to 2 h (2H), more pronounced morphological changes were observed. The cells exhibited a more defined “string-like” shape, and a notable increase in cord-like cellular aggregation occurred, suggesting that longer stretching led to a stronger mechanical response. After 4 h of continuous stretching (4H), the cells demonstrated a reduction in elongation. The cytoskeleton showed further deformation, and cells exhibited signs of shrinkage and contraction, indicating a brief morphological collapse. Despite these changes, no cell death was observed, and the cellular morphology was reversible upon release of mechanical tension (Figure 4B,C).

Furthermore, we detected the expression levels of ITGB1 and fibrosis-related mRNAs at different timepoints during mechanical stretching. Notably, after 4 h of stretching, ITGB1 and the expression of fibrotic markers, such as COL1A1, α-SMA, and TGFβ-1, were significantly increased, correlating with an early stage of cellular mechanical response (Figure 4D–G). (CON vs. 1H vs. 2H vs. 4H) (ITGB1: 1.044 ± 0.3321 vs. 1.706 ± 0.7370 vs. 1.938 ± 0.5739 vs. 6.483± 1.128; COL1A1: 1.012 ± 0.1663 vs. 1.188 ± 0.5690 vs. 1.587 ± 0.8968 vs. 2.226 ± 1.128; α-SMA: 1.008 ± 0.1341 vs. 1.815 ± 1.445 vs. 2.226 ± 1.128 vs. 2.226 ± 1.128; TGFβ-1: 0.9652 ± 0.1658 vs. 2.075 ± 2.188 vs. 1.580 ± 0.4192 vs. 4.926 ± 4.177).

### 3.5. ITGB1-Dependent Modulation of TGFβ-1 Signaling Alters Fibrosis Expression Under Long-Term Mechanical Stress

Based on previous results from a cellular mechanical stretching model, under low magnification, after 4 h of stretching, clear strand-like adhesion between cells was observed, and the cells themselves exhibited noticeable shrinkage (Figure 5A). 

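C2C12 is a line of mouse myoblasts, the precursor cells that fuse into muscle fibers. RNA-seq covered 3 libraries from unstretched cells, the CON group, and 3 libraries from cells under cyclic stretch of 15% elongation for 4 h, the 4H group. Poly(A) RNA was made into strand-specific libraries and sequenced as paired ends. The authors deposited 1 table of FPKM values, which are normalized for transcript length and for the mapped fragments of a library, with a value for each gene in each library. The aligner, the annotation and the genome build of the table are not given in the sources used here, so genes are named by the symbols and Ensembl identifiers of the table, and no coordinates are reported. The table has 22375 rows, and 5799 of them were at 0 in all 6 libraries. FPKM values summed to between 395790 and 397260 per library in the CON group, with a median of 396091, and to between 385146 and 387516 in the 4H group, with a median of 386953. FPKM does not hold the number of fragments sequenced, so the depth of each library is unknown. The relative depth was read from genes below 0.1 FPKM in both libraries of a pair, where equal fragment numbers give the same ratio in every gene. In each of the 15 pairs, 12 to 23 genes fell into the densest window of ratios near 1. The width of a window was 0.004 on the natural log scale, and windows farther away held at most 1.54 genes on average. If this peak marks equal fragment numbers, all pairs lay within 1.77% of the same depth. Only ratios near 1 were searched for the peak, so a large difference in depth could not have been found. Across genes, which are not independent replicates, the log2 values of 2 libraries had a Pearson correlation of 0.992 to 0.993 within a group and of 0.967 to 0.970 between the groups. The groups were compared with limma on log2(FPKM + 0.5) over the 11593 genes with a mean of at least 0.5 FPKM in the 6 libraries, and p values were adjusted by the Benjamini-Hochberg method. The thresholds for differential expression were those of the paper, an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. DESeq2, which the paper used, takes read counts and was not run on FPKM. The log2(FPKM + 0.5) scale understates the change of genes with low FPKM. A two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1.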

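Itgb1 (ENSMUSG00000025809), the gene of the integrin β1 chain, was at 209.3 ± 4.94 FPKM in the CON group and 258.6 ± 4.20 FPKM in the 4H group (mean ± SD, n = 3 libraries each). The log2 fold change was 0.30 (standard error 0.03, adjusted p = 6.24e-05 from limma with Benjamini-Hochberg adjustment), a level in the 4H group of 1.24 ± 0.02 times the CON mean (SD, n = 3). This rise was larger than the spread between libraries but below the log2 fold change of 1 that the paper set for differentially expressed genes. Leaving out each library in turn kept the log2 fold change of Itgb1 between 0.29 and 0.32, and the alternative that moved it most, quantile normalization, gave 0.37. Tgfb1 (ENSMUSG00000002603), which encodes TGFβ-1, was at 22.9 ± 1.49 FPKM in the CON group and 28.97 ± 0.91 FPKM in the 4H group (SD, n = 3 each), a log2 fold change of 0.33 (standard error 0.05, adjusted p = 0.00142 from the same test), also below that threshold. Among the fibrosis-related genes, Acta2, the gene of α-SMA, rose from 201.5 ± 17.7 to 367.6 ± 8.05 FPKM, with a log2 fold change of 0.87 (standard error 0.06, adjusted p = 1.05e-05). Tgfb1i1, a TGFβ-1-induced adaptor of focal adhesions, rose from 30.2 ± 1.44 to 46.2 ± 1.48 FPKM (log2 fold change 0.61, adjusted p = 2.04e-05), and Tgfbr1, a TGFβ receptor, from 9.26 ± 0.58 to 10.7 ± 0.58 FPKM (log2 fold change 0.20, adjusted p = 0.0357). The rise of Tgfbr1 was no longer past an adjusted p of 0.05 without CON replicate 1 (0.108), CON replicate 3 (0.101), 4H replicate 2 (0.112) or 4H replicate 3 (0.0699), nor without a filter on low values (0.0538) or with the trend on GC content and length removed (0.0518). Over all alternatives it ranged from 0.0202 to 0.112. All 5 of these genes were higher in every 4H library than in every CON library (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 against 3 allow). Not every fibrosis-related gene rose. Col1a1 was at 6.89 ± 0.29 FPKM in the CON group and 6.65 ± 0.26 FPKM in the 4H group, a difference within the spread between libraries (adjusted p = 0.570 from limma). Col3a1 fell from 160.5 ± 10.3 to 123.5 ± 3.07 FPKM, with a log2 fold change of -0.37 (adjusted p = 0.000341). Col3a1 shares exon sequence with 1 other annotated gene on its strand, so its FPKM could include reads of that gene. The paper relates the rise of ITGB1, TGFβ-1 and several fibrosis-related genes to its findings in the rabbit model of mechanical ventilation. Col1a1 and Col3a1 are not among the genes of Fig. 5B.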

RNA-seq analysis comparing the CON group and the 4H group revealed that ITGB1, TGFβ-1, and several fibrosis-related genes were upregulated in the 4H group, consistent with our findings from the rabbit MV model (Figure 5B). 

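Integrin and matrix genes were first tested as lists with camera, a limma test of whether the members of a list move together relative to all other genes, on 18 gene lists. Of the 10 integrin subunits tested, 8 were higher in the 4H group, the median log2 fold change was 0.72, and the list as a whole was higher (camera, adjusted p = 0.000687). The median was 0.34 with libraries rescaled to TPM (camera, adjusted p = 0.0158) and 0.05 without a filter (camera, adjusted p = 0.0124), both of which admit subunits of lower FPKM. All 10 subunits differed between the groups at an adjusted p of at most 0.05, adjusted over the list alone and likewise over all genes tested, and 2 passed the threshold for differential expression, Itgb3 and Itgb6. These 2 of 10 did not pass a one-sided Fisher's exact test against the other tested genes (adjusted p = 0.0991). The subunits Itgb7 and Itgb5 were lower in the 4H group, with log2 fold changes of -0.73 and -0.60. The TGF-beta response list of 21 genes was higher with a median log2 fold change of 0.75 (camera, adjusted p = 4.66e-08), and 19 of its members rose. Its largest rises among differentially expressed members were Ccn2, at 7.18 ± 0.71 FPKM in the CON group and 48.1 ± 2.77 FPKM in the 4H group, and Thbs1, at 44.1 ± 3.27 and 181.9 ± 2.00 FPKM (SD, n = 3 libraries). Ccn2 and Thbs1 each share exon sequence with a gene on the other strand. Collagen chains were mixed, with 10 higher and 7 lower of the 17 tested, a median of 0.22 and an adjusted camera p of 0.0671, although 4 of them were differentially expressed, more than the other tested genes would give (one-sided Fisher's exact test, adjusted p = 0.0107). The 8 laminin chains had a median of 0.22 and an adjusted camera p of 0.0502. Camera assumed a correlation of 0.01 between the genes of a list. With the correlation estimated from these 6 libraries, camera passed 0 of the 18 lists (8 at an unadjusted p under 0.05), while the rotation test fry passed 17, including both of these. Over all alternatives the adjusted p ranged from 8.86e-06 to 0.0825 for the integrin list and from 4.72e-09 to 0.0825 for the TGF-beta response list.

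**Figure D1:**
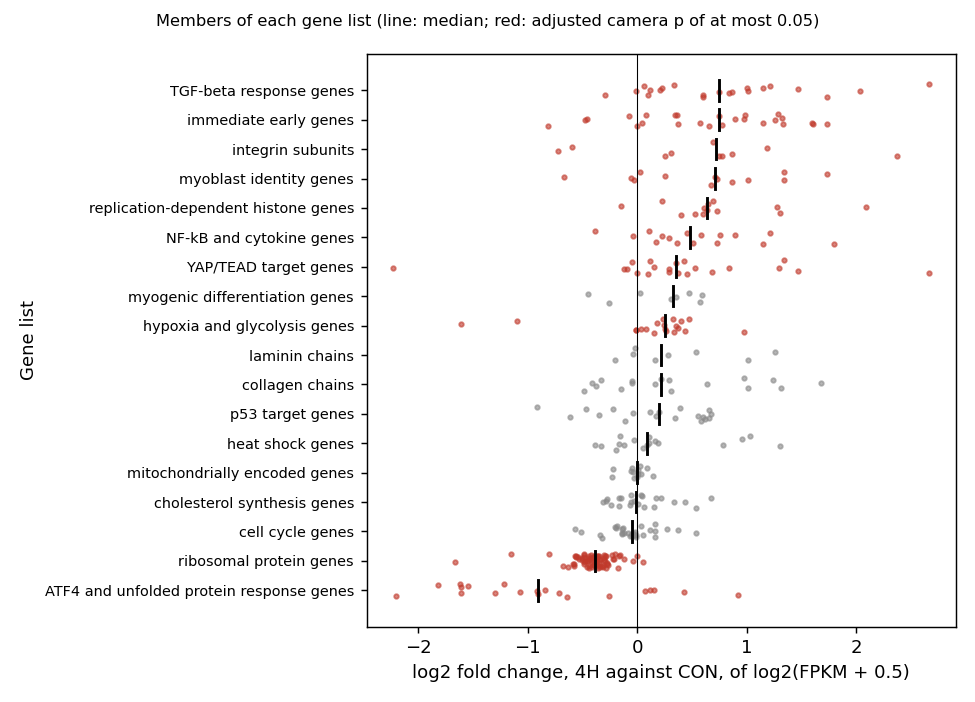
Log2 fold change of 4H against CON (horizontal axis, on the log2(FPKM + 0.5) scale) for the members of each of the 18 gene lists (vertical axis), 1 point per gene, with a black line at the median of the list; red points mark lists with an adjusted camera p of at most 0.05. The TGF-beta response list has its median at 0.75 and the collagen chains spread to both sides of 0.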

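The GO annotation behind Fig. 5C was not used here, and Reactome pathways took its place. Of the 804 pathways with 10 to 500 tested genes, 11 held more differentially expressed genes than the background at an adjusted p of at most 0.05 (one-sided Fisher's exact test), where the background was the 4125 tested genes in at least 1 pathway, 188 of them differentially expressed. Extracellular matrix organization held 21 differentially expressed genes of 136, 19 of them higher in the 4H group, against 6.20 for its size (adjusted p = 0.000336). Integrin cell surface interactions held 10 of 40, all higher, against 1.82 (adjusted p = 0.00157). Degradation of the extracellular matrix held 13 of 58 against 2.64 (adjusted p = 0.000336). These pathways were chosen in advance. The others that passed included GPCR ligand binding, with 14 of 67 (Fisher's exact test, adjusted p = 0.000336). Amino acid synthesis and interconversion passed as well, with 6 of 16, all lower (adjusted p = 0.00519). Collagen formation held 7 of 39 and did not pass (adjusted p = 0.0885). Camera on all genes of a pathway passed 118 of the 804 pathways and placed collagen formation higher in the 4H group (adjusted p = 0.0201). In Fisher's test, collagen formation passed without CON replicate 1 (adjusted p = 0.0241). It also passed with all genes that have an Entrez ID as the background (0.0315), and ranged up to 0.186 over the alternatives. Signaling by the TGF-beta receptor complex held 3 of 64, close to the 2.92 for its size (Fisher's exact test, adjusted p = 1). The number of pathways that passed moved most, from 11 to 22, with that wider background, and was 7 without 4H replicate 3.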

Interestingly, GO analysis of differentially expressed genes showed significant enrichment of pathways associated with responses to mechanical stimulus, integrin binding, the extracellular matrix, and fibrosis, which aligned with the results from the animal experiments (Figure 5C).

ITGB1 is known to translocate to the nucleus upon mechanical stimulation, where it activates downstream signaling pathways, including TGF-β1 signaling. To investigate whether ITGB1 modulates the expression of fibrosis-related genes, cells were treated with an ITGB1 inhibitor. As shown in Figure 5D and Figure 5G, ITGB1 mRNA (CON vs. SiRNA: 1.012 ± 0.1642 vs. 0.5254 ± 0.1845, respectively, *p* < 0.0001) and protein expression (CON vs. SiRNA: 1.068 ± 0.2293 vs. 0.4073 ± 0.1388, respectively, *p* < 0.0001) was successfully knocked down by using siRNA. Inhibition of ITGB1 led to a significant reduction in the TGFβ-1 mRNA expression levels (Figure 5E) (CON vs. SiRNA: 1.025 ± 0.1080 vs. 0.8244 ± 0.04123, respectively, *p* < 0.01) and proteins of TGFβ-1 and α-SMA (Figure 5F–I) (α-SMA: 1.000 ± 0.08476 vs. 0.6943 ± 0.2394; TGFβ-1: 1.000 ± 0.1994 vs. 0.5185 ± 0.1573), indicating that ITGB1 plays a critical role in mediating mechanical force-induced fibrotic responses.

## 4. Discussion

The diaphragm is the most important respiratory pump, driving alveolar ventilation. It is a complex and heterogeneous tissue primarily composed of multinucleated muscle fibers that facilitate movement [13]. The thickness of the diaphragm depends on the proportion of muscle fibers and extracellular matrix (ECM) components, such as collagen, present in the tissue [5,14]. Moreover, the diaphragm ECM exhibits a certain degree of plasticity. Studies on diaphragms from COVID-19 patients who underwent mechanical ventilation have shown that while diaphragmatic fiber atrophy occurs [3,15], there is also an accumulation of ECM. The spaces left behind by atrophied muscle fibers are filled by ECM, and imaging studies suggest that the observed diaphragm thickness remains unchanged or even increases, which may be attributed to diaphragmatic replacement fibrosis. In the present study, diaphragmatic tissue samples from rabbits subjected to 48 h of high-PEEP mechanical ventilation (Figure 1A–G) similarly exhibited abnormal ECM accumulation [16], with the high-PEEP group showing more pronounced ECM deposition than the mechanical ventilation-only group (Figure 2C–K).

When muscle cells are subjected to external mechanical forces and changes in the ECM, integrins act as the bridge between the ECM and intracellular signaling pathways [17]. They play a crucial role in transmitting and modulating the signals from external mechanical forces [18]. Among these, ITGB1, a β1 subunit integrin, has been identified as a key player in this process. Several studies have demonstrated that ITGB1 in muscle cells can activate TGFβ- 1 [19,20,21]. In further research conducted by our team, we found that integrin expression was significantly upregulated in the high-PEEP mechanical ventilation rabbit model (Figure 3A–H).

Under mechanical stimulation, ITGB1 undergoes conformational changes and clustering, transmitting signals through focal adhesion kinase (FAK) and Rho GTPase pathways (such as RhoA/ROCK), thereby directly modulating actin filament assembly, stress fiber formation, and cellular contractility. Studies have demonstrated that mechanical stretch induces rearrangement of the actin cytoskeleton via the ITGB1–RhoA–ROCK axis, consequently influencing cell morphology, migration, and differentiation [22,23,24]. Our study consistently observed that mechanical stimulation induces significant cytoskeletal alterations in cells, with the degree of deformation progressively intensifying as the duration of stretch exposure increases. Notably, these structural changes were accompanied by a corresponding upregulation of ITGB1 expression, suggesting a potential role of ITGB1 in mediating the cellular mechanoresponse (Figure 4A–D).

TGFβ-1 plays a crucial role in the initiation and progression of fibrosis, serving as a key mediator in the fibrotic process. It is stored in the ECM as an inactive precursor protein, which is bound by the Latency-Associated Peptide (LAP) to prevent its binding to receptors, rendering TGFβ- 1 biologically inactive. The activation of TGFβ-1 requires the release of the active form, which occurs when integrins bind to the RGD sequence within the precursor protein structure. Mechanical force is a potent activator of this pathway [19].

Under TGFβ-1 stimulation, cells express a range of growth factors and cytokines, such as α-SMA. These factors bind directly to their receptors, triggering the activation of downstream effector proteins, such as Smad3. This signaling cascade amplifies the fibrotic response, driving the pathological changes associated with fibrosis [25].

The findings of this study provide important clinical insights into the management of mechanical ventilation, particularly in the context of high-PEEP settings, which are commonly used to improve oxygenation in critically ill patients. While high PEEP has been shown to enhance lung compliance and prevent alveolar collapse, previous studies have also shown that prolonged mechanical ventilation with high PEEP can induce lung injury through mechanisms such as volutrauma, barotrauma, and biotrauma, potentially promoting or exacerbating pulmonary fibrosis [26,27,28,29]. Existing research has primarily focused on lung-protective ventilation strategies and ventilator-induced lung injury (VILI); however, these results underscore the importance of carefully balancing PEEP settings in clinical practice to achieve dual protection for both the lungs and the diaphragm. Our research highlights the potential risk of diaphragmatic injury and subsequent fibrosis induced by prolonged mechanical ventilation at high PEEP levels. The activation of ITGB1 and TGFβ-1 signaling pathways, as demonstrated in this study, plays a central role in driving diaphragmatic fibrosis under these conditions [30,31].

Given the critical role of the diaphragm in respiration, strategies aimed at minimizing diaphragmatic damage are essential for improving patient outcomes, particularly in patients requiring long-term mechanical ventilation. Clinically, a more nuanced approach to ventilation settings may be needed to balance the benefits of high PEEP with potential harm to the diaphragm. For instance, ventilator strategies that incorporate periodic reductions in PEEP or the use of alternative strategies such as diaphragm-protective ventilation could help reduce mechanical stress on the diaphragm, thereby minimizing the risk of fibrosis and preserving diaphragmatic function.

Additionally, interventions that target the molecular pathways identified in this study, specifically the ITGB1 and TGFβ-1 axis, could offer promising therapeutic avenues. For example, pharmacological inhibitors of integrin signaling or TGFβ-1 activation may help prevent or mitigate diaphragmatic fibrosis in patients receiving high-PEEP ventilation. The development of such therapies could provide a means of protecting the diaphragm from ventilator-induced injury and improving overall respiratory function in critically ill patients.

Our study has shown that both ITGB1 and TGFβ-1 play central roles in mediating the fibrotic response in the diaphragm under mechanical stress [20], with ITGB1 acting as a mechanosensor that activates TGFβ-1 signaling pathways [32]. The activation of TGFβ-1, in turn, triggers the deposition of extracellular matrix (ECM) components, promoting fibroblast proliferation and myofibroblast differentiation, which ultimately leads to fibrosis and impaired diaphragmatic function (Figure 5B–I).

Future research should explore the broader implications of ITGB1 and TGFβ-1 in fibrosis beyond the diaphragm, particularly in other organs that are commonly affected by mechanical ventilation and critical illness, such as the lungs and heart. In the context of lung fibrosis, for example, investigating the role of ITGB1 and TGFβ-1 in the development of VILI and acute respiratory distress syndrome (ARDS) could provide valuable insights into how mechanical stress leads to fibrotic changes in lung tissue [32]. Clinical studies have demonstrated that high PEEP can alter respiratory drive and breathing effort, with these effects closely linked to lung recruitability. In highly recruitable lungs, increased PEEP reduces the activity of pulmonary C fibers and irritant receptors, which are typically activated by consolidation or atelectasis, thereby decreasing respiratory drive. However, when PEEP fails to alleviate lung consolidation, it may instead impair diaphragm geometry and contraction strength by increasing end-expiratory lung volume [33]. Our further clinical research can investigate whether PEEP can modulate respiratory mechanics to influence diaphragm mechanical stress and mitigate fibrosis following mechanical ventilation.

Understanding how these molecules contribute to alveolar and interstitial fibrosis could help identify new therapeutic targets to prevent or treat respiratory failure in ventilated patients.

Finally, it is crucial to investigate the timing and duration of therapeutic interventions targeting ITGB1 and TGFβ-1. Given the dynamic nature of fibrosis, understanding the optimal windows for intervention—whether early in the fibrotic process to prevent its onset or later to reverse established fibrosis—could significantly impact clinical outcomes. Advanced preclinical models that replicate human mechanical ventilation conditions and fibrotic disease could be valuable tools in assessing the efficacy of these potential therapies.

Despite the valuable insights provided by this study, several limitations need to be addressed in future research.

First, we did not collect animal CT imaging data under high-PEEP mechanical ventilation conditions, which would have provided a more direct and visual representation of diaphragmatic changes. Although we were unable to perform these imaging analyses in the current study, the existing literature supports our findings on diaphragm alterations under high PEEP. Furthermore, we have initiated clinical data collection on diaphragm changes in patients receiving high PEEP, which will complement our findings and provide additional evidence for the impact of high PEEP on diaphragmatic function.

Second, while our cell-based experiments validated the effects of mechanical stretching at various durations, we did not simulate other mechanical forces, such as compression or multi-directional stress, which may also play significant roles in the fibrotic process. Exploring different mechanical stimuli and their influence on ITGB1 activation and TGFβ-1 signaling in muscle cells will be critical for understanding the full spectrum of mechanical stress-induced fibrosis.

Third, in our investigation of ITGB1, we only performed transient ITGB1 knockdown experiments rather than stable full knockout genetic experiments, either in vitro or in animal models. Furthermore, we performed functional characterization following ITGB1 knockout and overexpression cell lines to systematically assess how ITGB1 modulates mechanotransduction pathways—including cytoskeletal dynamics and SMAD2/3 phosphorylation—in response to mechanical stress. In future work, employing ITGB1-knockout rabbit models subjected to high-PEEP mechanical ventilation would more conclusively demonstrate the specific role of ITGB1 in VIDD. These additional experiments will provide further validation of the role of ITGB1 in diaphragmatic fibrosis and clarify its potential as a therapeutic target.

Fourth, the use of healthy rabbits in this study, while enabling a focused investigation into the isolated effects of high PEEP on the diaphragm, limits direct clinical extrapolation. Clinically, mechanical ventilation is typically applied in patients with pre-existing respiratory pathologies such as ARDS, where concomitant inflammatory and structural alterations may modulate ventilator-induced diaphragmatic injury. To improve translational relevance, future studies should validate these mechanisms in disease models—such as experimentally induced ARDS.

In conclusion, while this study presents significant findings, future experiments will be designed to overcome these limitations and provide a more comprehensive understanding of the mechanisms driving diaphragmatic fibrosis under high-PEEP ventilation.

## 5. Conclusions

We emphasized the critical role of ITGB1 in regulating mechanical stress-induced fibrosis of the diaphragm during mechanical ventilation with high-PEEP application. Our findings demonstrated that ITGB1 acts as a central mechanosensor, mediating the fibrotic response by activating the TGFβ-1 signaling pathway. This activation of TGFβ-1 promotes the accumulation of extracellular matrix proteins, fibroblast proliferation, and tissue remodeling, ultimately contributing to diaphragmatic fibrosis.

The interaction between these molecules amplifies the fibrotic signaling cascade, suggesting that targeting either ITGB1 or TGFβ-1 may offer therapeutic potential for mitigating diaphragm injury and dysfunction in mechanically ventilated patients, particularly those requiring high-PEEP settings.

## Figures and Tables

**Figure 1:**
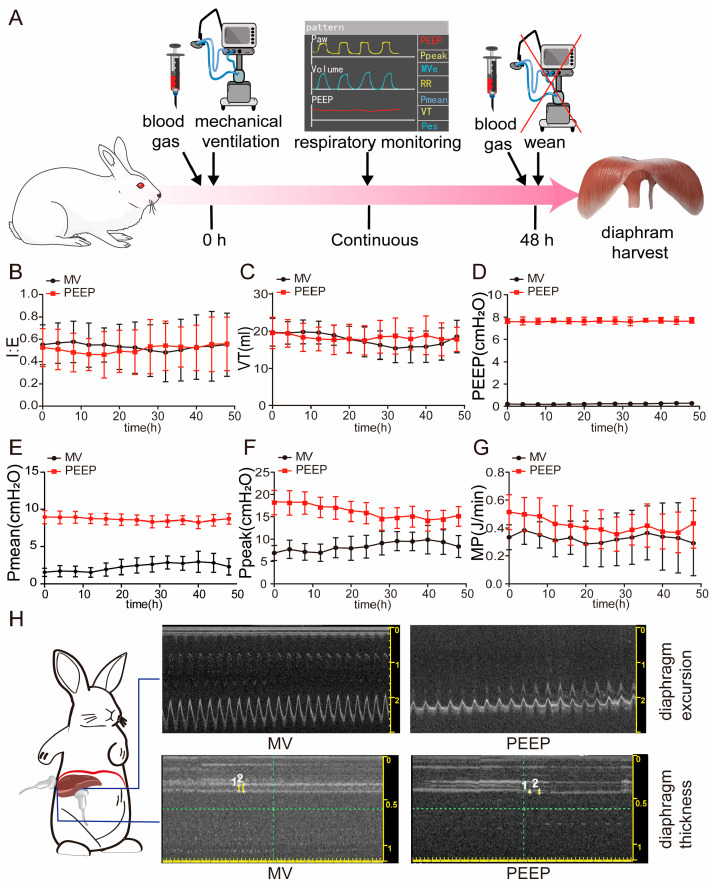
Respiratory parameter monitoring during model establishment. (**A**) Schematic diagram of the mechanical ventilation rabbit model. (**B**) Respiratory parameter monitoring of I:E. (**C**) Respiratory parameter monitoring of VT (mL). (**D**) Respiratory parameter monitoring of PEEP (cmH_2_O). (**E**) Respiratory parameter monitoring of Pmean (cmH_2_O). (**F**) Respiratory parameter monitoring of Ppeak (cmH_2_O). (**G**) Respiratory parameter monitoring of MP without PEEP(J/min). (**H**) Diaphragm ultrasound assessed diaphragm function and movement in mechanically ventilated rabbits, and representative view at the diaphragm of excursion and thickness. Values are represented as the mean ± SD.

**Figure 2:**
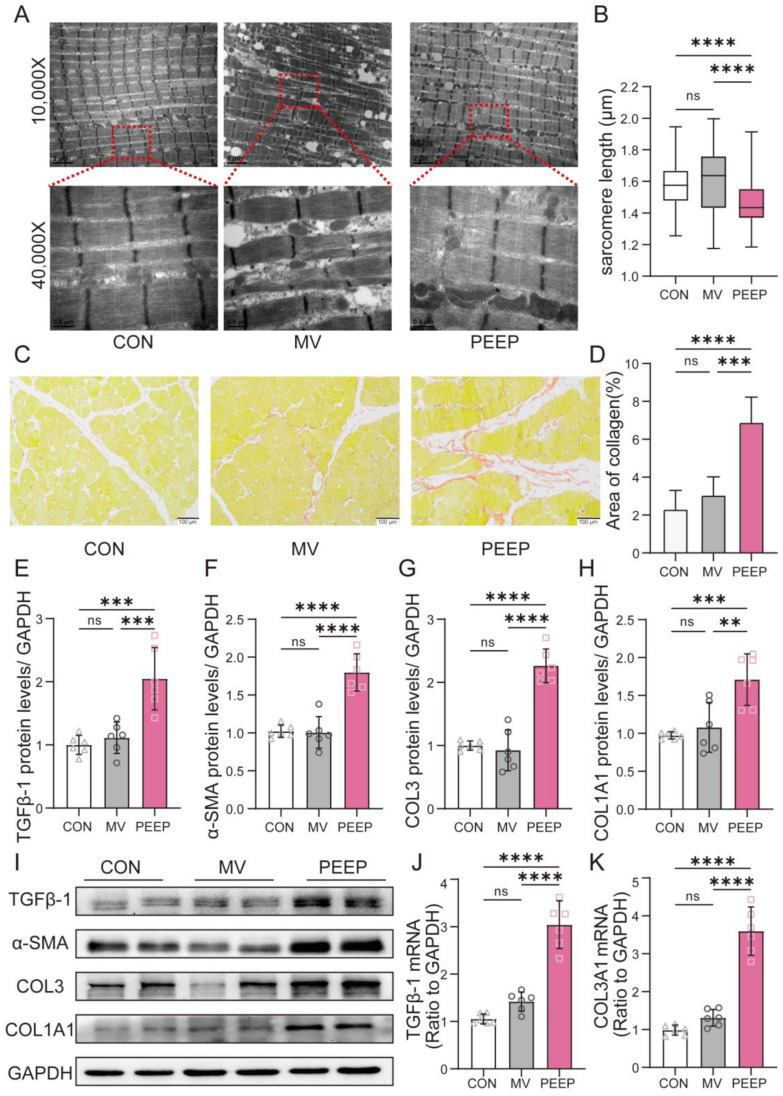
PEEP application during mechanical ventilation contributes to extracellular matrix alterations and collagen deposition and fibrosis associated with TGFβ-1 upregulation. (**A**) Sarcomere length across the three groups. (**B**) TEM revealed alterations in the ultrastructure of the diaphragms. (**C**) Sirius red staining revealed increased collagen fibers in the diaphragms of the PEEP group. All collagen fibers are stained red. The intensity and area of red staining indicate the total amount and density of collagen deposition. Scale bar = 100 μm. (**D**) According to Sirius red staining, area of collagen deposition. (**E**,**F**) The mRNA quantification of collagen 3A1 and TGFβ-1. (**G**–**K**), Diaphragm protein lysates of the three groups were detected by Western blotting, and the expression of different fibrosis0related indicators (TGFβ-1, α-SMA, COL3, and COL1A1) was quantified.The original Western blot images are provided in Supplementary Figure S2. Values are represented as the mean ± SD (** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 3:**
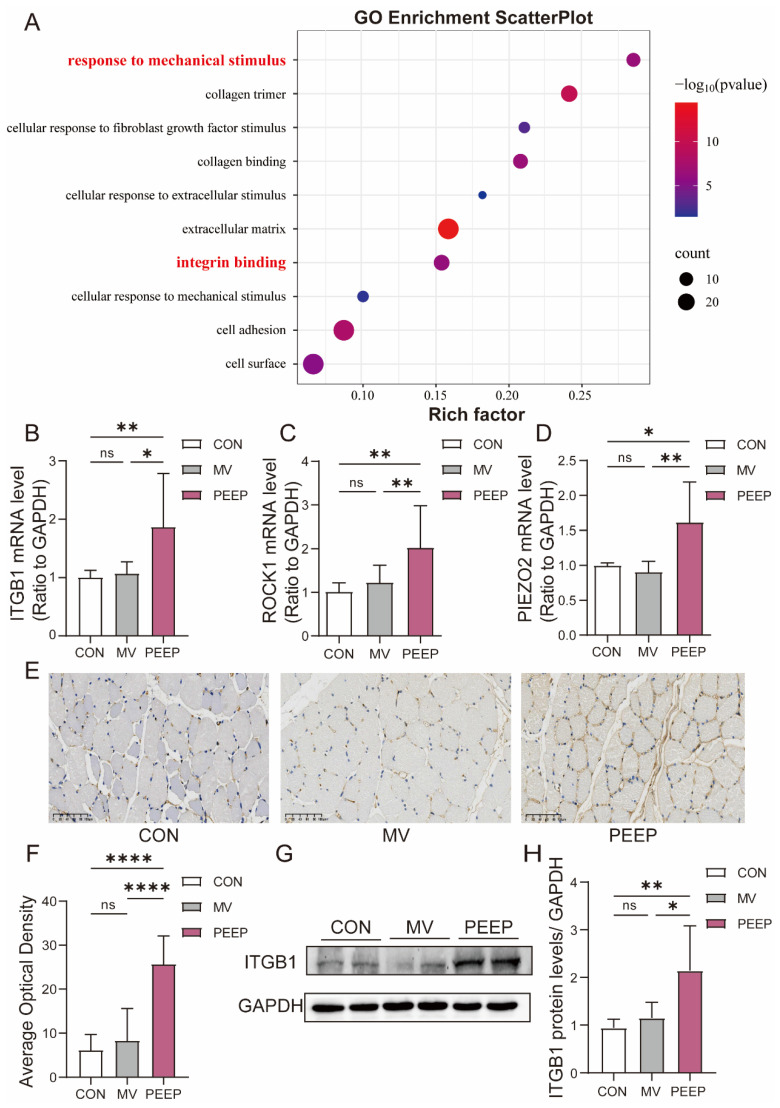
Diaphragm fibrosis in mechanical ventilation with PEEP application is associated with mechanical force stimulation, especially integrin proteins—ITGB1. (**A**) Bubble chart of the significant categories for GO enrichment of the MV group and the PEEP group (*n* = 3). Red font designation: indicates GO terms with significant enrichment in mechanical stimulus response and integrin binding pathways. (**B**–**D**) The diaphragm of the two groups was subjected to qPCR to analyze ITGB1/ROCK1 and PIEZO2. (**E**,**F**) Diaphragmatic tissue sections were subjected to immunohistochemistry staining to analyze the expression of ITGB1. Scale bar = 100 μm. (**G**,**H**) Diaphragm protein lysates of the three groups were detected by Western blotting, and the expression of ITGB1 was quantified. The original Western blot images are provided in Supplementary Figure S3. Values are represented as the mean ± SD (ns: Not significant, * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001).

**Figure 4:**
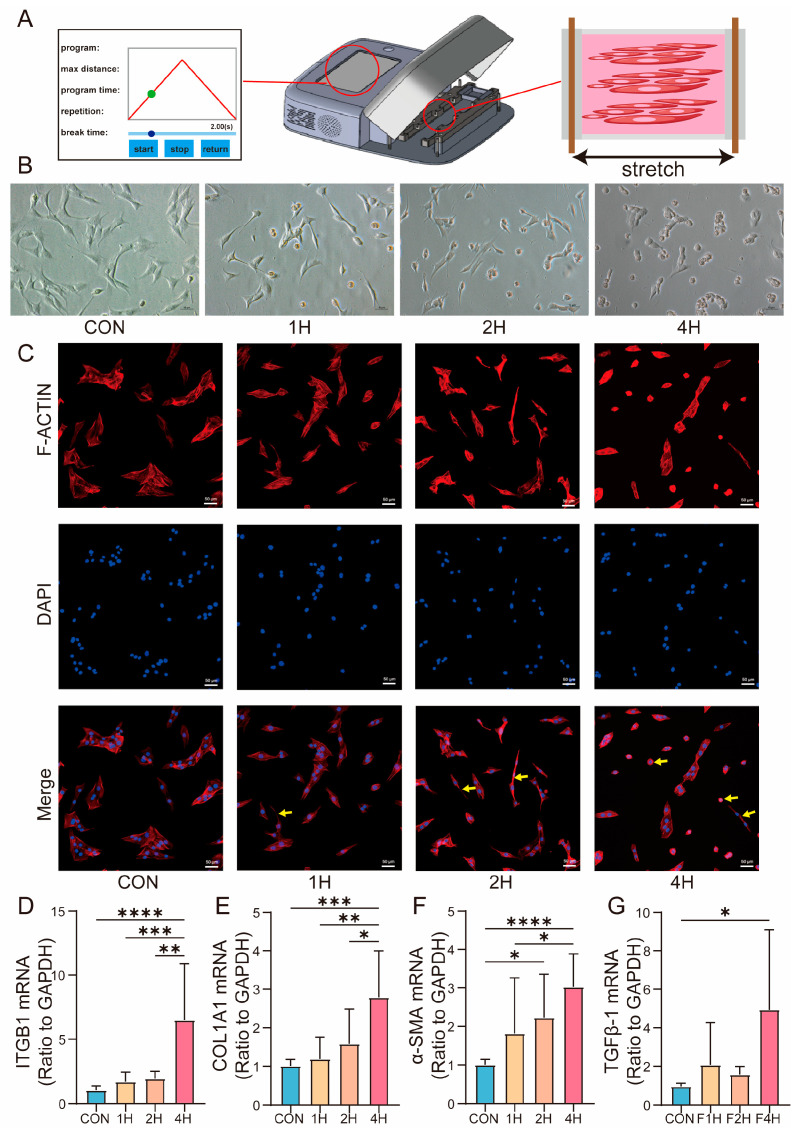
ITGB1, fibrosis-related markers’ expression, and cellular morphological changes in response to mechanical stimulation. (**A**) Schematic representation of the cell stretching model. (**B**) Bright-field images of C2C12 subjected to mechanical stretching for varying durations. Scale bar = 10 μm. (**C**) F-actin staining of C2C12 using phalloidin after mechanical stretching for different durations. The yellow arrow indicates changes in the cytoskeleton. Scale bar = 50 μm. (**D**–**G**) mRNA expression of ITGB1, COL1A1, α-SMA, and TGFβ-1 of C2C12 experiencing 15% elongation of cyclic tensile stretch for 0, 1, 2, and 4 h. Values are represented as the mean ± SD (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

**Figure 5:**
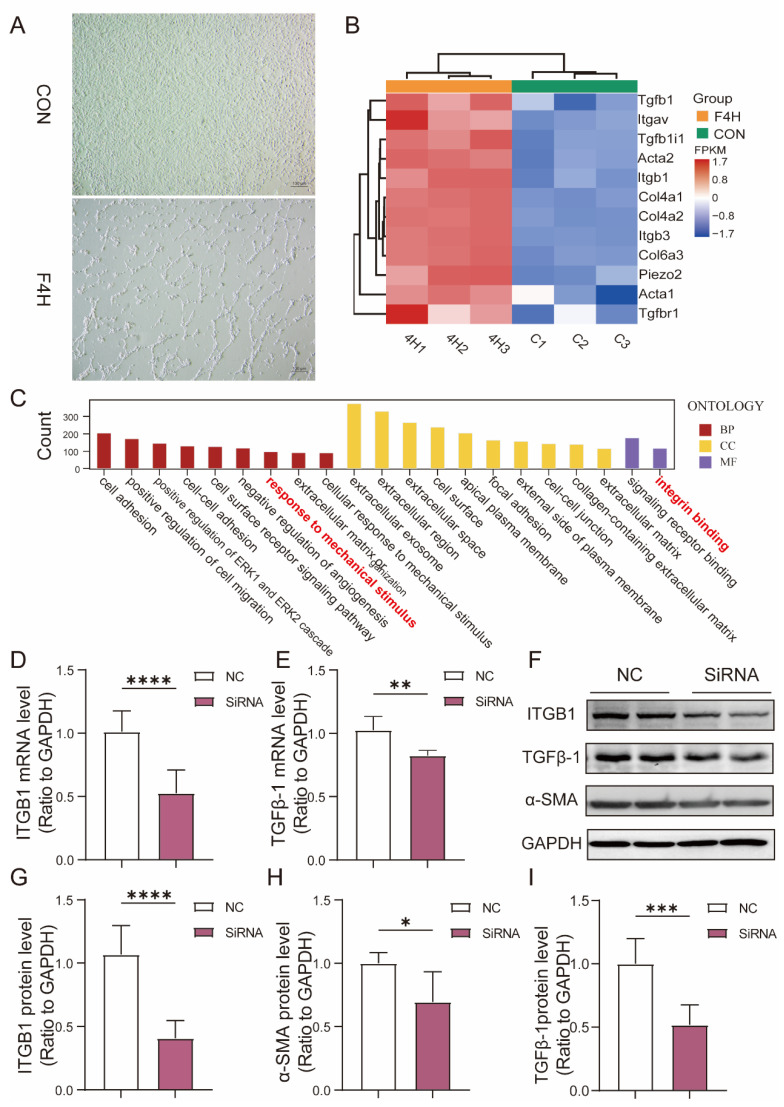
ITGB1-dependent modulation of TGFβ-1 signaling regulates fibrosis-related gene expression under prolonged mechanical stress. (**A**) Bright-field images of C2C12 subjected to mechanical stretching for CON vs. 4H, Scale bar = 100 μm. (**B**) Heatmap showing differential gene expression related to integrins and fibrosis in the CON and 4H groups (*n* = 3). (**C**) GO enrichment analysis of genes associated with mechanical stimuli, integrin binding, extracellular matrix, and fibrosis in the CON and 4H groups, presented as a column chart (*n* = 3). (**D**,**E**) mRNA expression levels of ITGB1 and TGFβ-1 following ITGB1 knockdown by siRNA. (**F**–**I**) Protein expression of ITGB1, α-SMA, and TGFβ- 1 after ITGB1 knockdown by siRNA. The original Western blot images are provided in Supplementary Figure S4. Values are represented as the mean ± SD (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001).

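Fig. 5B shows 12 genes, and all 12 were higher in every 4H library than in every CON library in the deposited FPKM. All 12 differed at an adjusted p of at most 0.05 in limma, over the list alone and over all genes tested. The paper does not state how these genes were chosen. It shows them as differentially expressed in the same RNA-seq, so the count over the list alone is not independent evidence. The log2 fold change reached 1 in 4 of them. Itgb3, an integrin β chain, rose most, from 2.29 ± 0.15 FPKM in the CON group to 13.9 ± 0.38 FPKM in the 4H group (SD, n = 3 libraries each), with a log2 fold change of 2.38 (standard error 0.07, adjusted p = 1.37e-07 from limma with Benjamini-Hochberg adjustment). Col6a3 rose from 34.4 ± 3.19 to 111.1 ± 3.00 FPKM (log2 fold change 1.68, standard error 0.06, adjusted p = 5.13e-07). The basement membrane collagens Col4a2 and Col4a1 rose from 26.7 ± 0.96 to 63.6 ± 1.04 FPKM (log2 fold change 1.24, standard error 0.04, adjusted p = 1.88e-07) and from 43.6 ± 1.38 to 88.6 ± 1.45 FPKM (log2 fold change 1.01, standard error 0.03, adjusted p = 3.08e-07). Col4a1 lies at the threshold, and its log2 fold change was 0.99 without CON replicate 2 and 0.94 with the trend on GC content and length removed. Col4a1 and Itgav each share exon sequence with 1 gene on the other strand, and Col4a2 with 2. Reads of those genes could enter the FPKM of Col4a1, Itgav and Col4a2 if the counting did not use the strand. The ion channel gene Piezo2 was at 0.628 ± 0.11 and 1.51 ± 0.13 FPKM, a log2 fold change of 0.84 (adjusted p = 0.000983) that passed 1 with a pseudocount of 0.1 (1.15), with libraries rescaled to TPM (1.09) and as the ratio of mean FPKM (1.27). Acta1 was at 1.10 ± 0.39 and 1.87 ± 0.05 FPKM (log2 fold change 0.59, adjusted p = 0.0234). With 1 library left out, Acta1 kept an adjusted p under 0.05 only without CON replicate 1, and the others ranged from 0.0535 to 0.0595. Quantile normalization gave 0.0545, and the lowest value over all alternatives was 0.00539. Itgav rose from 36.2 ± 0.45 to 43.4 ± 1.84 FPKM (log2 fold change 0.26, adjusted p = 0.00107). Beyond the genes of the heatmap, Itgb6 and Col5a3 were the other differentially expressed integrin subunit and collagen chain, with log2 fold changes of 1.18 and 1.32. Itgb6 was low, at 0.123 ± 0.06 FPKM in the CON group and 0.915 ± 0.17 FPKM in the 4H group.

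**Figure D2:**
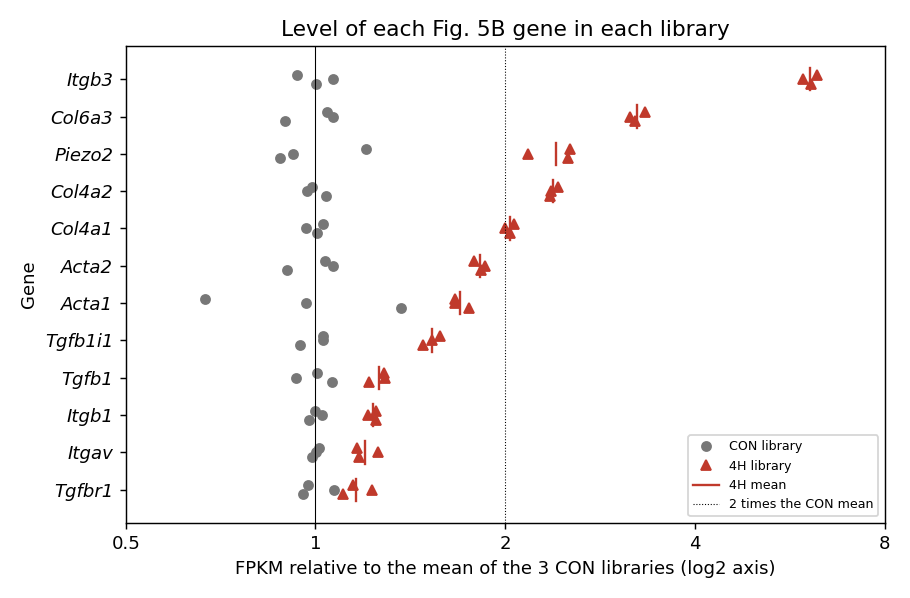
FPKM of the 12 genes of Fig. 5B in each library relative to the mean of the 3 CON libraries (horizontal log2 axis), with gray circles for CON libraries, red triangles for 4H libraries and a red line at the 4H mean; the dotted line marks 2 times the CON mean. In all 12 genes the 4H libraries lie to the right of the CON libraries, with Itgb3 farthest at a mean of 6.10 times the CON level and Tgfbr1 nearest at 1.16 times.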

**Table 1:** Primers used in quantitative RT-qPCR study.

Rabbit Gene	Forward Primer	Reverse Primer
TGF-β1	CTGGAACGGGCTCAACATCT	CAGGTCCTTGCGGAAGTCAA
COL1A1	ACCACTGCAAGAACAGCGTA	TCGTGGAGGACAGTGTAGGT
COL3A1	AACAATGGTAGTCCTGGCGG	CACCGTTCTTACCGGGTTCA
Piezo2	CTCAACGTGGGAAAAGACA	CCAGACTCGCAATGAACA
GAPDH	TAAGAGCCCTCAAACCACCG	AAGAGGGGCAGATTCTCAGC
ITGB1-F	CCAGTGCCGAGCCTTCAATA	CAGCAGTCGTCCACATCCTT
ROCK1-F	CTCGCGGAGTAAGTTGGTTGA	CAAAGCATCCAATCCATCCAGC

**Table 2:** Primers used in quantitative RT-qPCR study.

C2C12 Gene	Forward Primer	Reverse Primer
TGF-β1	CCTGAGTGGCTGTCTTTTGA	CGTGGAGTTTGTTATCTTTGCTG
ACTA2	TGAGCGTGGCTATTCCTTCG	AGCGTTCGTTTCCAATGGTG
COL1A1	ACAGTCGCTTCACCTACAGC	GGGTGGAGGGAGTTTACACG
COL3A1	ACGTAAGCACTGGTGGACAG	CAGGAGGGCCATAGCTGAAC
GAPDH	TGTCAAGCTCATTTCCTGGT	TAGGGCCTCTCTTGCTCAGT
ITGB1	TTCAGACTTCCGCATTGGCT	CAGCCAATCAGCGATCCACA

**Table 3:** Blood gas analysis in three groups.

	CON	MV	PEEP	*p*
pH	7.39 ± 0.02	7.39 ± 0.04	7.37 ± 0.08	0.70
PaCO_2_ (mmHg)	38.99 ± 3.49	36.68 ± 5.50	36.65 ± 7.00	0.99
PaO_2_ (mmHg)	89.49 ± 12.98	85.77 ± 22.38	75.60 ± 15.13	0.42
Lac (mmol/L)	2.40 ± 0.71	4.40 ± 3.26	4.90 ± 2.10	0.78
HCO^3−^ (mmol/L)	22.65 ± 3.48	21.80 ± 1.85	20.92 ± 2.83	0.57
PaO_2_/FiO_2_ (mmHg)	426.15 ± 61.80	408.41 ± 106.57	360.00 ± 72.03	0.42

Data are expressed as mean ± SD. *p* MV vs. PEEP.

## Data Availability

The raw sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE309024.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15101466/s1, Figure S1: Diaphragm ultrasound assessed diaphragm function and movement in mechanically ventilated rabbits before and after mechanical ventilation, and before and after weaning; Figure S2: The original WB images of Figure 2I; Figure S3: The original WB images of Figure 3G; Figure S4: The original WB images of Figure 5F.

## Abbreviations

The following abbreviations are used in this manuscript:

ITGB1	Integrin beta-1
MV	Mechanical ventilation
PEEP	Positive end-expiratory pressure
VIDD	Ventilation-induced diaphragm dysfunction
TGFβ-1	Transforming growth factor-β1
ROCK1	Rho-associated, coiled-coil containing protein kinase 1
α-SMA	α-smooth muscle actin
EELV	End-expiratory lung volume
LAP	Latency-Associated Peptide
PETCO_2_	End tidal CO_2_ pressure
SBT	Spontaneous breathing trial
RR	Respiratory rate
VT	Tidal volume
VE	Total minute ventilation
FBS	Fetal bovine serum
TEM	Transmission electron microscope
GO	Gene ontology
KEGG	Kyoto encyclopedia of genes and genomes
RT-qPCR	Real-time reverse transcriptase polymerase chain reaction
ECL	Enhanced chemiluminescence
ANOVA	One-way analysis of variance
Pmean	Mean airway pressure
Ppeak	Peak inspiratory pressure
MP	Mechanical power
ECM	Extracellular matrix
VILI	Ventilator-induced lung injury
ARDS	Acute respiratory distress syndrome

# Supplementary material for: High PEEP Activates ITGB1, Inducing Diaphragm Fibrosis During Prolonged Mechanical Ventilation
**Source:** Biomolecules. 2025 Oct 16;15(10):1466. doi: 10.3390/biom15101466
**Supplement:** Supplementary file 1

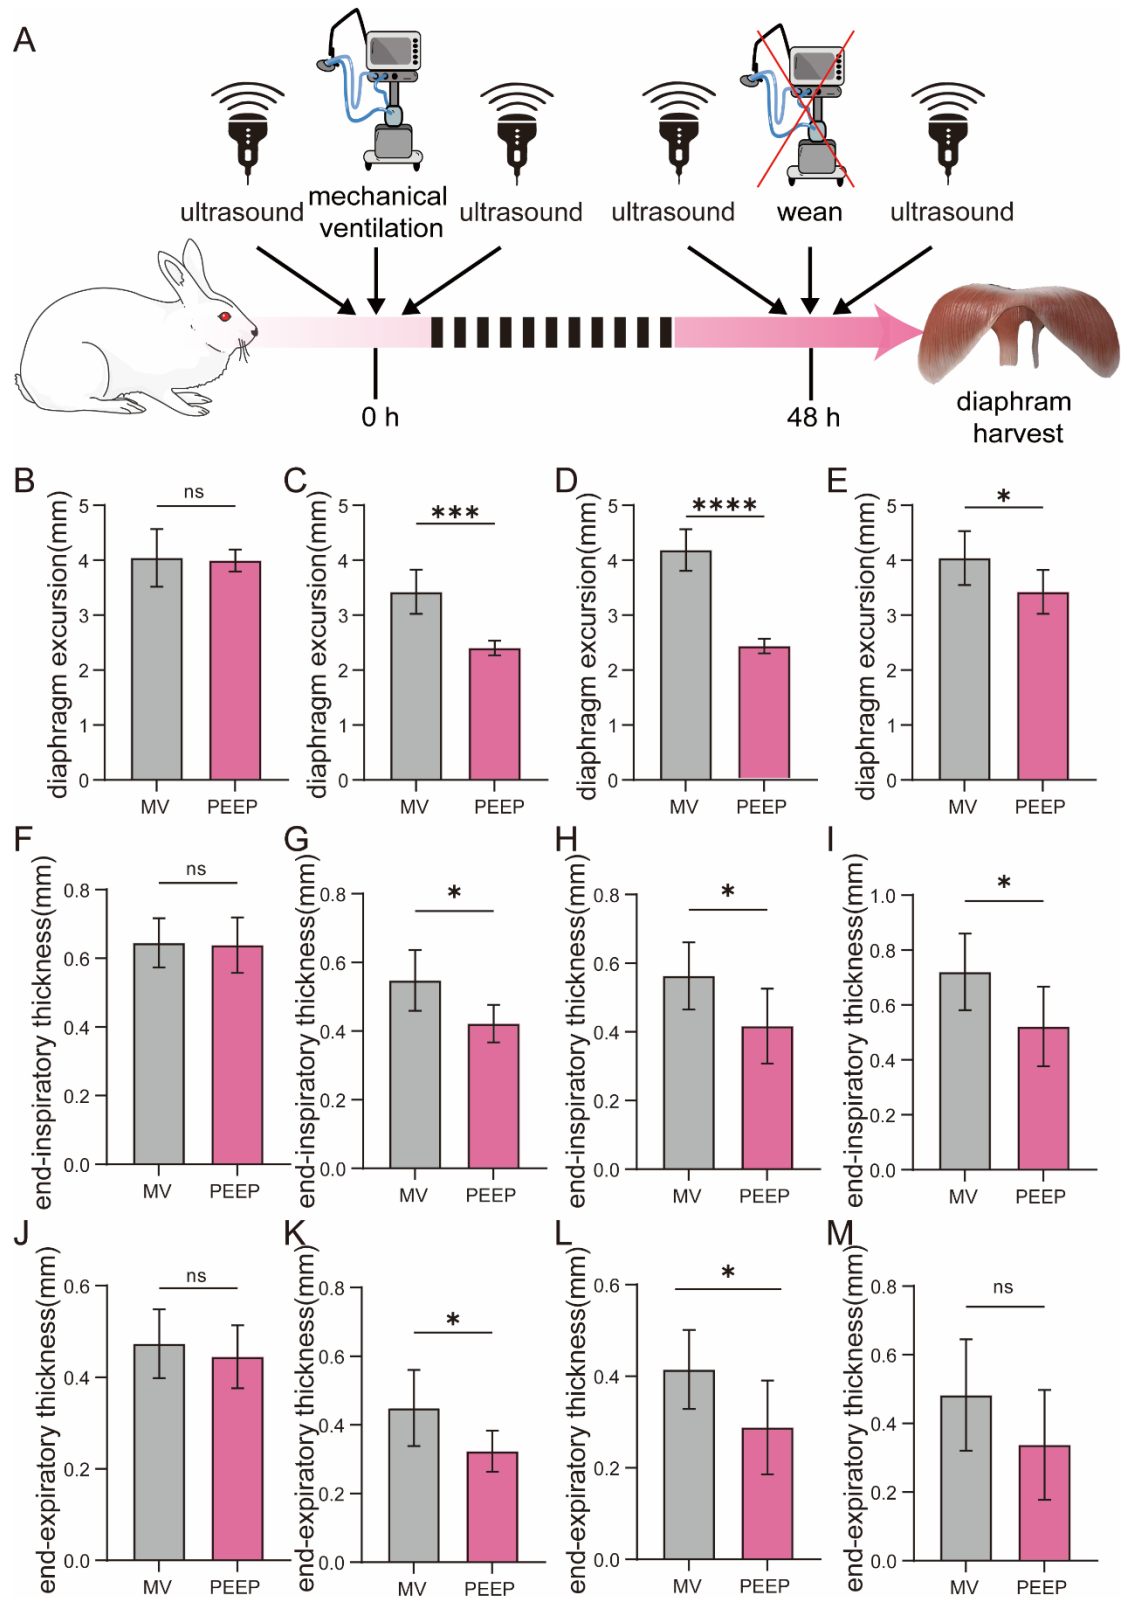

**Figure S1.** Diaphragm ultrasound assessed diaphragm function and movement in mechanically ventilated rabbits before and after mechanical ventilation, and before and after weaning. A Timeline for the Use of Diaphragm Ultrasound. B-E diaphragm excursion during different mechanical ventilation time. F-I end-inspiratory during different mechanical ventilation time. J-M end-expiratory during different mechanical ventilation time. Values are represented as the mean  $\pm$  SD (\* $p$  < 0.05, \*\* $p$  < 0.01)

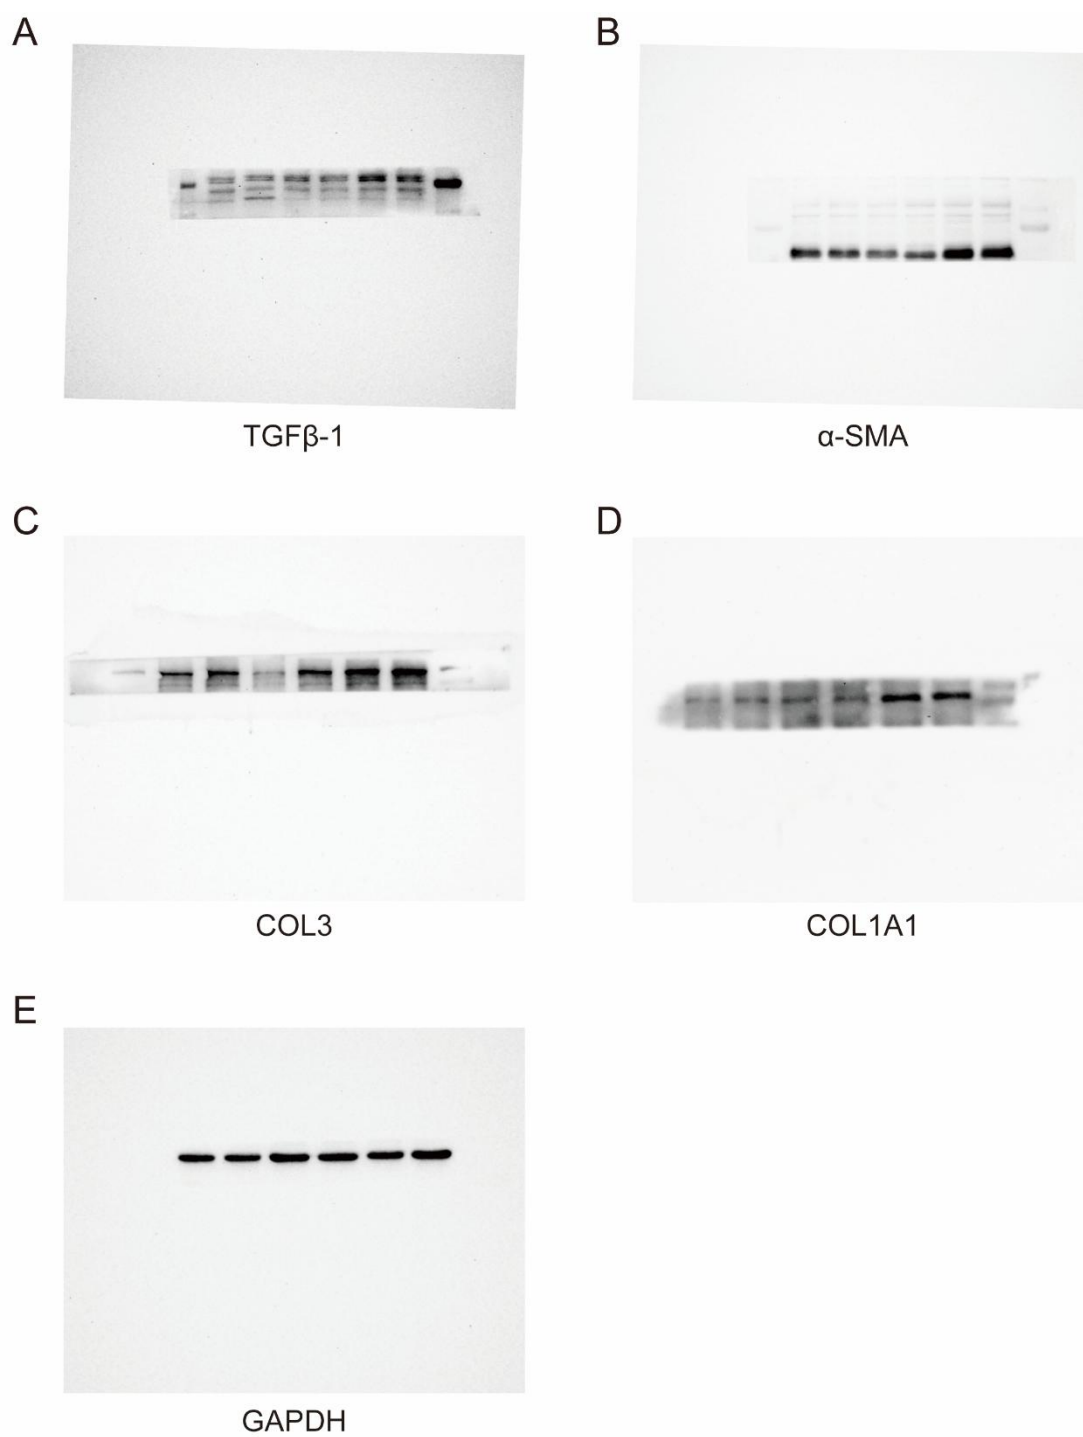

**Figure S2.** The original WB images of Fig.2 I.

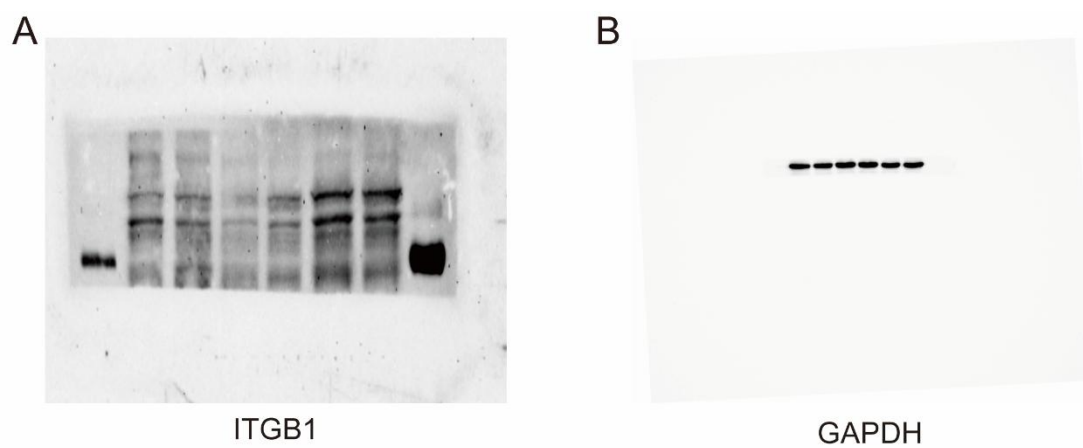

**Figure S3.** The original WB images of Fig.3 G.

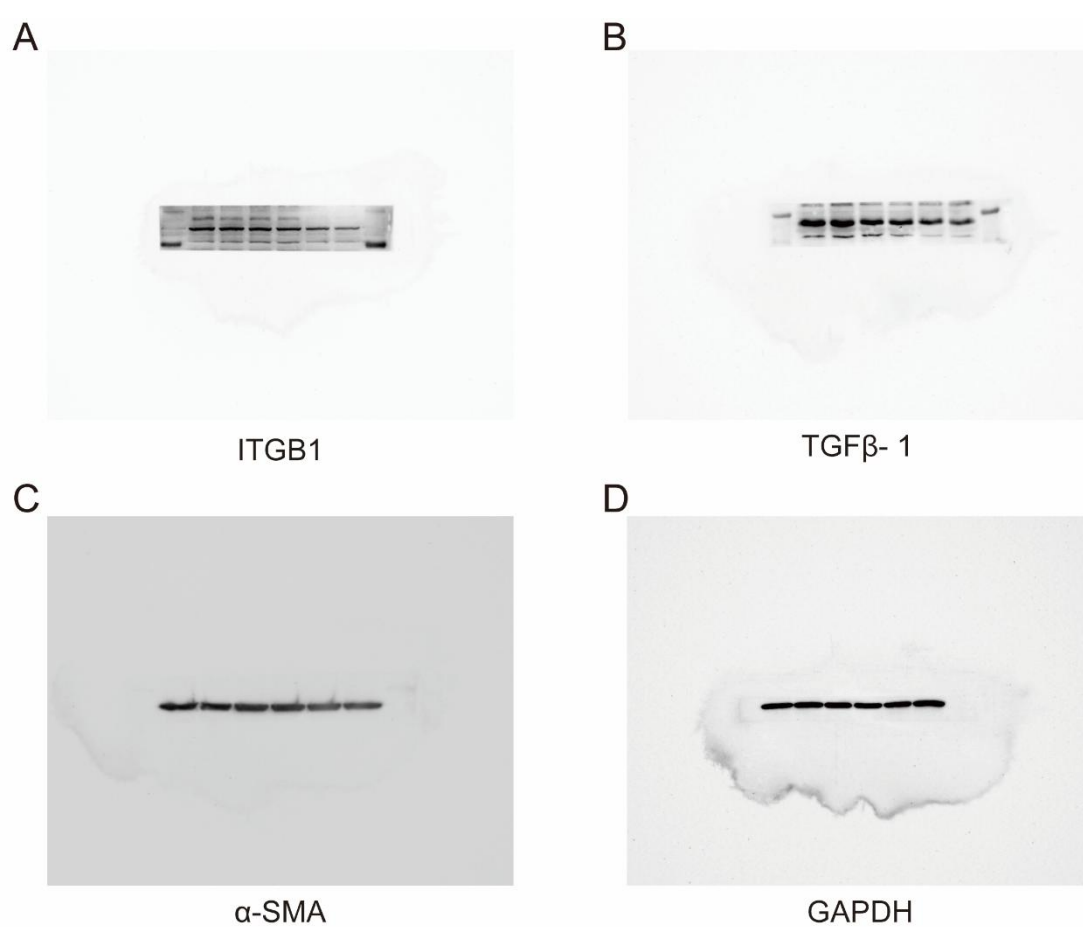

**Figure S4.** The original WB images of Fig.5 F. The Western blot images presented in this article are representative results from the NC and siRNA groups. The original full-length blots included the CON, NC, and siRNA groups.

How the deposited data were processed for this re-analysis (not part of the article)

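RNA-seq of C2C12 myoblasts was analysed from 3 libraries of the CON group and 3 libraries of the 4H group, which was stretched cyclically at 15% elongation for 4 h. The libraries were assigned to the groups by the labels of the samples and the group definitions of the paper. The 4H libraries are titled 4H1, 4H3 and 4H4 in the labels, while Fig. 5B names its columns 4H1, 4H2 and 4H3, and here they are called 4H replicates 1, 2 and 3 in the order of the replicate numbers of the labels. The RNA-seq of rabbit diaphragm, the RT-qPCR, the siRNA experiment and the protein measurements were not analysed here.

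The authors deposited 1 table of FPKM values, 1 column per library. The aligner, assembler, counting tool, genome build and annotation are not given in the sources used here. Of 22375 rows, 22128 carry an Ensembl gene identifier, 22017 of which are in the mouse annotation GENCODE M21, and 236 carry the identifier of a newly assembled locus. Because some identifiers are absent from GENCODE M21, the build of the table was taken as unknown and no coordinates are given. GENCODE M21 was used only for transcript length, GC content, shared sequence and overlap of genes, and 11426 of the 11593 genes tested (98.6%) had a length and GC value. Entrez identifiers, taken from GENCODE M21 and by symbol from the RefSeq gene table, were found for 21118 rows. All columns of the table belong to the 6 libraries. No 2 libraries had identical columns.

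FPKM is a normalized value, so no count model was used. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on mean expression) on log2(FPKM + 0.5), two-sided, for genes with a mean of at least 0.5 FPKM over the 6 libraries, with Benjamini-Hochberg adjustment. A gene was differentially expressed at an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05, the thresholds of the paper. No replicate block was used. The 18 gene lists were tested with limma's camera at an inter-gene correlation of 0.01 and with a one-sided Fisher's exact test, adjusted over the lists. Reactome pathways came from the mouse file of the R package fgsea 1.28.0, and those with 10 to 500 tested genes were tested with a one-sided Fisher's exact test and with camera, and 5 of them were chosen in advance. Levels in the 4H group were also expressed relative to the CON mean for the 4 genes that the paper measured by RT-qPCR. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Random draws used fixed seeds.

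The genes named in the text follow a rule set in advance. It takes the 20 genes that the paper names or measures, the 5 largest rises and 5 largest falls among differentially expressed genes with a symbol, a mean of at least 5 FPKM and no overlap between the groups, the 2 differentially expressed members with the largest change in the direction of each list past an adjusted camera p of 0.05, and every differentially expressed integrin subunit and collagen chain. Itgb5, Itgb7, Eef1a1, Rpl21, Rpl29, Rpl7a, Rps2, Rps12, Atf4, Ddit3, Phgdh, Pgk1, Eno1, Hk1, Hk2, Pfkp, Pfkl, Pfkm, Pkm, Aldoa and the newly assembled row MSTRG.10919.2 lie outside this rule and were named after their values were seen.

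The step that fits limma was tested on simulated data for the comparison of 4H with CON. There, 200 of 11593 genes were changed by more than the log2 fold change threshold. Of these, 97% were recovered, and 1.02% of all calls were false. The data hold 5409 genes past an adjusted p of 0.05, far more than were changed here, so these shares may not hold for them. A simulated list of 20 genes raised by 0.7 on the log2 scale was found, and 4 of 100 random lists had a camera p under 0.05. Genes were simulated independently, so the correlation that camera assumes between the genes of a list was not tested.

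FPKM does not hold depth, so no counting error is given, and the precision of each value rests on the spread of 3 libraries. The relative depth of the libraries was read from genes under 0.1 FPKM and differed by at most 1.77%. Only ratios near 1 were searched, so a large difference in depth could not have been found. The alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter and filters at a mean of 1 and 5 FPKM, a replicate block, limma without a trend and with array weights, rescaling to TPM, median-of-ratios scaling, quantile normalization, each library left out in turn, the ratio of mean FPKM for the fold threshold, the adjusted p alone, camera with an estimated correlation, fry, division by Gapdh, and for Reactome another background, pathways of 15 to 200 genes and a filter at 1 FPKM. Leaving out each library for Reactome, and removing the trend on GC content and length in each library, were added after the data were seen. The choice of lists for elongation factors, tRNA synthetases and the parts of the stress response was also made after the first results were seen. The share of each transcript that recurs elsewhere was taken as its 75-base stretches found in a transcript of another gene, and permutation tests of correlations and of the difference between synthetase groups used 100000 permutations.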

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

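The tests of other TOP mRNAs, of the chaperones of the stress response, of the difference between the groups of synthetases, of S phase and of library depth, and the second comparison set and the bootstrap interval for the receptor genes, were chosen only after the results they measure were seen, and the other tests of this part were chosen after the patterns in the gene lists had been seen. Apart from the newly assembled loci, whose number the paper gives, the results below lie in genes that the paper does not discuss.

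Ribosomal protein genes were lower in the 4H group. Of the 80 tested, 78 fell, the median log2 fold change was -0.39, and the adjusted camera p was 5.92e-19, although only Rpl17 was differentially expressed. Rpl17 was at 173.5 ± 31.2 FPKM in the CON group and 62.7 ± 44.8 FPKM in the 4H group (SD, n = 3), with 34.95, 38.73 and 114.3 FPKM in the 4H libraries, and 43.6% of its 75-base stretches recur in other genes, so its value is uncertain. Ribosomal protein genes have many near-identical copies, but the 13 with less than 10% recurring sequence fell as well, with a median of -0.35 and 12 of 13 lower. Short transcripts in general did not fall as far, since 905 other genes with transcripts of 660 to 1272.5 bases had a median of -0.0598. A factor common to all genes of a library would move all genes alike, and the median of all genes tested was -0.01. Quantile normalization, which also removes differences that depend on the level of expression, left the list at a median of -0.31 (camera, adjusted p = 4.22e-15). A candidate explanation is a lower output of mRNAs with a 5' terminal oligopyrimidine tract (TOP mRNAs), a group that is regulated together with ribosomal proteins. All 19 other TOP mRNAs tested fell, with a median log2 fold change of -0.35 (camera, adjusted p = 8.39e-11), among them Eef1a1, from 5805 to 4079 FPKM. The list was written after Eef1a1 was seen to fall, and these values do not tell lower synthesis from lower stability.

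ATF4 and unfolded protein response genes were lower in the 4H group, with a median log2 fold change of -0.91 and an adjusted camera p of 4.22e-06. Of the 20 genes, 15 fell and 9 were differentially expressed, all lower. Trib3 fell from 96.1 ± 2.44 to 20.6 ± 2.62 FPKM and Asns from 287.6 ± 5.22 to 81.1 ± 2.10 FPKM (SD, n = 3 each). The list holds 2 parts that moved apart. The 13 genes of amino acid synthesis and stress all fell, with a median of -1.30, including Atf4 from 416.4 to 198.3 FPKM, Ddit3 from 92.9 to 31.5 FPKM and Phgdh from 382.2 to 154.5 FPKM. The 7 chaperone and related genes of the endoplasmic reticulum had a median of 0.11 with 2 of 7 lower. The lowest of them, at -0.64, lay above the highest of the 13, at -0.72. The 2 parts were drawn after the first results were seen, so the gap between them is not independent evidence. Within that limit, the 7 genes argue against a general fall of the unfolded protein response. If ATF4 output were lower, cytosolic tRNA synthetases, ATF4 targets that were not on the list, should fall and mitochondrial ones should not. The 20 cytosolic synthetases had a median of -0.76 with 17 lower (camera, adjusted p = 1.40e-08), and the 17 mitochondrial ones a median of -0.07 with 16 lower (camera, adjusted p = 0.0741). The mean log2 fold change was -0.66 in the cytosolic and -0.13 in the mitochondrial group, a difference of -0.53 (two-sided permutation test across genes, p = 0.00028), where genes are not independent replicates. The cytosolic synthetases thus fell further, but the mitochondrial ones were mostly lower too, so the prediction was met only in part. The fall of the ATF4 and unfolded protein response list stayed with the GC and length trend removed (camera, adjusted p = 7.59e-06). A lower ATF4 output in stretched cells stays an open hypothesis. Whether medium, confluence or handling differed between stretched and unstretched plates was not tested, and ATF4 responds to amino acid supply, so this stays open.

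Immediate early genes were higher in the 4H group (25 genes, median log2 fold change 0.75, camera, adjusted p = 4.22e-06), with 20 of 25 higher. Egr3 rose from 0.658 ± 0.03 to 3.35 ± 0.25 FPKM and Ier3 from 95.0 ± 7.77 to 289.4 ± 16.5 FPKM (SD, n = 3 each). YAP/TEAD target genes were higher as well (21 genes, median 0.35, camera, adjusted p = 0.000451, 16 higher), led by Ccn2 and by Ccn1, from 59.6 ± 4.93 to 165.7 ± 5.61 FPKM. Ccn1 and Ccn2 are also on the TGF-beta response list. NF-kB and cytokine genes were higher (16 genes, median 0.48, camera, adjusted p = 0.000659, 14 higher), led by Tnfaip3, from 2.38 ± 0.28 to 9.62 ± 1.88 FPKM, and Lif, from 0.902 ± 0.09 to 2.75 ± 0.33 FPKM. With the GC and length trend removed, all 3 lists stayed past the threshold, with adjusted p of 3.37e-06, 0.000794 and 0.000362. Stretch as the trigger stays among the open explanations, together with handling of the plates, for which no library gives a control.

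Myoblast identity genes were higher in the 4H group (13 genes, median log2 fold change 0.71, camera, adjusted p = 0.000659, 10 higher), led by Myod1, from 5.13 ± 0.57 to 18.2 ± 0.74 FPKM, and Id1, from 30.5 ± 3.47 to 78.1 ± 10.2 FPKM (SD, n = 3 each). The list holds both Myod1 and the inhibitors of differentiation Id1 to Id3, so it does not tell a direction of differentiation. Hypoxia and glycolysis genes were higher by a small amount (20 genes, median 0.25, camera, adjusted p = 0.00621, 16 higher), and both differentially expressed members were lower. With the GC and length trend removed, the adjusted p were 0.000794 and 0.00557, which argues against that trend as the whole cause. No biological explanation of these 2 rises was tested.

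Replication-dependent histone genes, whose mRNA mostly lacks a poly(A) tail, were higher in the 4H group (13 genes, median log2 fold change 0.63, camera, adjusted p = 0.00363, 12 higher). The size of the rise depends on the processing, with medians from 0.20 without a filter to 1.35 with a filter at a mean of 5 FPKM, and 0.48 with quantile normalization. H1f2 rose from 5.21 ± 0.06 to 23.9 ± 2.82 FPKM and H4c9 from 0.906 ± 0.67 to 2.74 ± 0.40 FPKM (SD, n = 3 each). Histone genes resemble each other, so reads shared between copies make single genes uncertain. More cells in S phase would raise the other S and G2/M phase genes, but of the 30 cell cycle genes 9 rose and 21 fell, with a median log2 fold change of -0.04. That list mixes both phases and its genes went both ways, so the genes of DNA replication were tested alone. Of the 32 genes of the Reactome pathway DNA strand elongation 27 fell, with a median of -0.20 (camera, adjusted p = 0.00336), and they fell as well with quantile normalization (camera, adjusted p = 0.00789) and with TPM (0.00294). The wider pathway S Phase had 76 of 116 genes lower and a median of -0.07 (camera, adjusted p = 0.145). These values argue against more cells in S phase. The rise stayed with the GC and length trend removed (adjusted p = 0.00156). In libraries made from poly(A) RNA, a difference in the carry-over of RNA without a tail would give the same pattern, and it was not tested.

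More genes were above 0 in the 4H group. The number was 14125 to 14186 in the CON libraries and 14899 to 14972 in the 4H libraries, and 221 genes were at 0 in every CON library and above 0 in every 4H library, against 23 the other way. The relative depth differed by at most 1.77% between any 2 libraries, but only ratios near 1 were searched. A much deeper 4H group could not have been found this way, so that explanation stays open. If stray reads over the whole genome, such as those of genomic DNA, were the source, olfactory and vomeronasal receptor genes, which myoblasts do not use, would be above 0 more often too. Of 1367 such genes, 39 to 48 were above 0 in the CON libraries and 59 to 70 in the 4H libraries, a ratio of 1.46 (95% bootstrap interval over genes 1.22 to 1.74). For 8251 other genes with a CON mean under 0.1 FPKM the ratio was 1.58. Choosing these genes by their CON values favors a rise, so a second set, 7888 genes with a mean under 0.1 FPKM over all 6 libraries, was added after the first result was seen, and its ratio was 1.54. The receptor genes rose about as much as either set, so stray reads may explain much of the difference at the lowest values. A broad rise of low-level transcription would give the same values, and so could a much deeper 4H group. These explanations cannot be separated here. This test covers genes near 0 only.

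Of the rows with an identifier of a newly assembled locus, 10 were differentially expressed, 6 higher and 4 lower in the 4H group, among 139 tested. The row listed as MSTRG.10919.2, which fell, was at 0 in 1 CON library and in all 3 4H libraries. It was at 14.62 and 12.49 FPKM in the other 2 CON libraries, so its groups overlap. No explanation was tested for these rows.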

How the results depend on the processing

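The alternatives were set before the data were examined, except for removing the trend on GC content and length and for leaving out libraries in the Reactome test, which were chosen after the data were seen. Chance cannot be excluded by regrouping the libraries, since the real grouping was 1 of 10 splits into 3 and 3, and it alone gave as many as 450 differentially expressed genes.

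The number of differentially expressed genes was 450 and lay between 347 and 625 under the other alternatives that kept both thresholds, apart from 2. With a filter at a mean of 5 FPKM it was 245 (152 higher, 93 lower), since fewer genes were tested. With each library rescaled to TPM it was 703 (532 higher), and 443 of the 450 genes were among them. The adjusted p alone gave 5409 (2617 higher, 2792 lower) and all 12 genes of Fig. 5B. Without 1 library it was 449 to 467. All 12 genes of Fig. 5B were higher in the 4H group under each alternative that tested them. Itgb1 and Tgfb1, with log2 fold changes of 0.30 and 0.33, passed only by the adjusted p alone.

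Equal replicate numbers did not pair the libraries, since the deviations of equally numbered CON and 4H libraries from their group means had correlations of 0.02, -0.09 and -0.13 across genes. These are the replicate numbers of the labels. The titles of the libraries share only the numbers 1 and 3 between the groups, with correlations of 0.02 and 0.18, the latter the highest of the 9 pairs of a CON and a 4H library, and no block was fitted by title. With the replicate block, 452 genes were differentially expressed, 450 of them among the 450 without it.

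With the correlation within lists estimated by camera, 0 of the 18 lists passed, against 10. The adjusted p was 0.0825 for 8 of those 10 lists and 0.149 for the ATF4 and the ribosomal protein lists. The estimate rests on 6 libraries, and the cause was not tested. With fry, 17 lists passed, adding collagen chains (6.18e-05), laminin chains (4.12e-05), heat shock genes (0.00100), p53 target genes (0.0146), cell cycle genes (0.00888), myogenic differentiation genes (0.0108) and cholesterol synthesis genes (0.00966). Fry tests a list by itself and camera against the other genes, so with 5409 genes past the adjusted p, fry passes most lists. Without these 2 tests, all 10 lists stayed past 0.05 in the same direction under each alternative.

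Collagen chains also passed without a filter (camera, adjusted p = 0.0374) and with libraries rescaled to TPM (0.0319), but lay farther from the threshold with a filter at 1 FPKM (0.105) and the GC and length trend removed (0.109). Laminin chains, at 0.0502 next to the threshold, passed with a pseudocount of 0.1 (0.0493), no filter (0.0259), a filter at 1 FPKM (0.0471), TPM (0.0352) and quantile normalization (0.0359), and lay between 0.0371 and 0.0586 with 1 library left out, passing without 4H replicate 2 (0.0371) and without 4H replicate 3 (0.0453). They lay farther from it with a filter at 5 FPKM (0.0717) and the GC and length trend removed (0.150). Myogenic differentiation genes passed with filters at 1 FPKM (0.0471) and 5 FPKM (0.0346). Mitochondrially encoded genes, far from the threshold throughout, changed sign under TPM (0.991), quantile normalization (0.703), removal of the GC and length trend (0.270) and without CON replicate 2 (0.999), with a range of 0.298 to 0.999 over the libraries left out. The cause of these changes was not tested.

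Of 889 values of the 45 named genes under an alternative, 866 kept their direction and their call as differentially expressed or not. The adjusted p alone crossed 0.05 in 12 of the values, 6 of Tgfbr1 and 6 of Acta1, neither of which is differentially expressed. Gapdh, near 0 throughout, changed sign without 4H replicate 1 (0.0025) and without 4H replicate 2 (0.036), and its log2 fold change lay between -0.156 and 0.036 with 1 library left out. The 5 losses of differential expression were those of Itgb6 with a pseudocount of 1 and quantile normalization, Lif with a pseudocount of 1, and Col4a1 without CON replicate 2 and with the GC and length trend removed. Itgb6 was not tested with filters at 1 or 5 FPKM or without any 1 of the 4H libraries, as its mean then fell below the filter, and 5 other genes were not tested at 5 FPKM.

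The level of Itgb1 in the 4H group relative to CON was 1.24 ± 0.02 (SD) and moved to 1.27 with TPM and to 1.28 after division by Gapdh, both by more than this SD, although the level divided by Gapdh itself has an SD of 0.16. The levels of Col1a1, Acta2 and Tgfb1 moved by less than the larger SD of the groups under the alternatives.

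The number of Reactome pathways past 0.05 was 11, rose to 22 with all genes that have an Entrez ID as the background, and lay between 7 (without 4H replicate 3) and 13 with 1 library left out. Collagen formation, at 0.0885, passed with that background (0.0315), and with 1 library left out it lay between 0.0241, without CON replicate 1, and 0.186. The wider background adds genes of no pathway, which lowers the share of differentially expressed genes it holds. The other 4 pathways chosen in advance kept their side of the threshold. FPKM limits what can be said of genes near 0, where the pseudocount and not the depth sets the fold change.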

Differences from the paper's values

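For ITGB1, the paper's RT-qPCR level in the 4H group is 6.483 ± 1.128 (SD) relative to the CON group, and the RNA-seq level of Itgb1 here was 1.24 ± 0.02 (SD, n = 3 libraries). The error bar of ITGB1 at 4H in Fig. 4D, read by eye, is longer than this SD, so the error of the RT-qPCR level is uncertain. The gap remained under each alternative for this level that was set before the data were examined, namely TPM, median-of-ratios scaling, division by Gapdh and leaving out each library. Both values are higher than in the CON group.

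For COL1A1, the paper's RT-qPCR level in the 4H group is 2.226 ± 1.128 (SD), and the RNA-seq level of Col1a1 was 0.964 ± 0.04 (SD, n = 3 libraries), within the spread of the CON libraries. The gap exceeded the larger SD under each of those alternatives too, but after division by Gapdh the level was 1.00 ± 0.16 (SD), and the range of this SD then overlaps that of the paper's value. RT-qPCR and RNA-seq are different assays, and whether they used the same cultures is not stated in the text of the paper. The text of the paper prints the same 2.226 ± 1.128 for COL1A1 at 4H and for α-SMA at both 2H and 4H, and the same SD of 1.128 for ITGB1 at 4H, while the 4H bars of COL1A1 and α-SMA in Fig. 4 lie higher than 2.226. Which of these is right is not known here, so the comparisons for ITGB1, COL1A1 and α-SMA rest on uncertain values.

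For α-SMA, the RNA-seq level was 1.82 ± 0.04 (SD, n = 3 libraries), within the error of the paper's 2.226 ± 1.128 (SD) as printed. For TGFβ-1 it was 1.26 ± 0.04 (SD, n = 3 libraries), and it lay within the error of the paper's 4.926 ± 4.177 (SD) only because that SD is large.

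The paper shows the genes of Fig. 5B as differentially expressed and sets a threshold on the log2 fold change in its methods. All 12 were higher in the 4H group, at an adjusted p of at most 0.05, and 4 of 12 reached an absolute log2 fold change of 1 here, namely Itgb3, Col6a3, Col4a2 and Col4a1. Piezo2 also reached it with a pseudocount of 0.1, with TPM and as the ratio of mean FPKM, and all 12 were called by the adjusted p alone. All these settings were set before the data were examined.

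The number of rows with a newly assembled locus was 236, which equals the number that the paper gives.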

Other observations

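Division by Gapdh was an alternative set before the data were examined, but its use as a test of the gap between RT-qPCR and RNA-seq was chosen only after that gap was seen, and the test of reads that match many genes was likewise chosen after the result it concerns.

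Division by the FPKM of Gapdh, the RT-qPCR reference gene, did not account for the lower RNA-seq level of Itgb1. Whether that FPKM lost reads stays open, as described below, so the test holds only for the value as listed. Gapdh was at 24.4 ± 1.71 FPKM in the CON group and 23.8 ± 3.56 FPKM in the 4H group (SD, n = 3 each), and the level of Itgb1 in the 4H group after division by Gapdh was 1.28 ± 0.16, far below the RT-qPCR level that the paper gives.

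Gapdh had a mean of 24.1 FPKM, far below Pgk1 at 463.0 and Eno1 at 699.9 FPKM. It was at the level of Hk2 (24.1 FPKM), Pfkp (27.7), Pfkl (21.3) and Pfkm (20.9), so not every glycolytic gene was higher. The remaining glycolytic genes weighed here were all higher, from Hk1 at 57.9 to Pkm at 1531 FPKM, apart from a second row of Aldoa at 3.06 FPKM. Sharing of reads with near-identical copies was weighed with the share of 75-base stretches of a transcript that recur in other genes. Over 95 ribosomal protein and glycolytic genes, Spearman's rho of this share and FPKM was 0.285 (two-sided permutation test across genes, p = 0.00498, Benjamini-Hochberg adjusted over 4 such tests 0.00996). Genes differ in their true abundance, and abundant genes can have more copies, so neither this relation nor the next shows whether a gene lost shared reads. A narrower measure was then tried, the share of stretches found in 10 or more other genes, for which Gapdh ranks 1 of 95 with 68.3%. Its rho was -0.21 with Gapdh (permutation p = 0.0400, adjusted 0.0534) and -0.172 over the 94 genes without it (permutation p = 0.0968, adjusted 0.0968). Of the 2 measures, the second was chosen after the first had given a positive relation. The genes next in this share went both ways. Rpl29 and Rpl21, with 18.4% and 15.8%, were at 3.08 and 3.43 FPKM, while Rpl7a, Rps2 and Rps12, with 36.7%, 35.4% and 15.3%, were at 324.7, 90.6 and 325.9 FPKM. Whether reads shared with copies or matching many places were lost for Gapdh stays open. Genes are not independent replicates in these tests.

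At a mean of at least 0.5 FPKM, 7 rows were at 0 in 1 library and at 10 FPKM or more in another. Of these 7, 3 carry an identifier of a newly assembled locus, and some of these identifiers share a stem. Reads given to one of several overlapping gene models could produce this, and 75% of those with an annotation overlap another gene on their strand, against 23.9% of other genes, but only 4 of the 7 have an annotation, so the check is void. Rln3 is among the 7, although it shares no exon sequence with another annotated gene on either strand.

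The paper's discussion places several proteins downstream of integrins or TGFβ-1 and describes signaling through them, which mRNA levels do not measure. The mRNA of their genes changed by small amounts, where Itgb1 and Tgfb1 had log2 fold changes of 0.30 and 0.33. Ptk2 (FAK) had a log2 fold change of 0.33 (adjusted p = 6.44e-05 from limma), Smad3 of 0.32 (adjusted p = 0.00636), Rock1 of 0.17 (adjusted p = 0.0102) and Rhoa of 0.15 (adjusted p = 0.00517), each higher in every 4H library than in every CON library. Rhoa shares exon sequence with 2 genes on the other strand. Smad2 was too variable to read, at 8.64, 19.6 and 24.8 FPKM in the CON libraries and 26.9, 18.6 and 24.4 FPKM in the 4H libraries (adjusted p = 0.259).

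Besides the collagen and laminin chains, the lists without a change past an adjusted camera p of 0.05 were heat shock genes (median log2 fold change 0.09, adjusted p = 0.228), p53 target genes (0.20, adjusted p = 0.115), cell cycle genes (-0.04, adjusted p = 0.228), myogenic differentiation genes (0.33, adjusted p = 0.118), cholesterol synthesis genes (-0.0075, adjusted p = 0.597) and mitochondrially encoded genes (-0.0022, adjusted p = 0.597). The median and the direction given by camera differ in sign for the cholesterol synthesis genes, whose mean was 0.04.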
